# Biofilm engineering through c-di-GMP tuning boosts bioleaching efficiency and arsenic tolerance in *Acidithiobacillus ferrooxidans*

**DOI:** 10.1128/aem.02288-25

**Published:** 2026-02-18

**Authors:** Xi Han, Yidan Hu, Yanbo Yue, Yuefei Ding, Bin Cao, Liang Shi, Juan Liu

**Keywords:** *Acidithiobacillus ferrooxidans*, biofilm matrix, arsenic resistance, bioleaching, genetic engineering, bis(3'-5')-cyclic dimeric guanosine monophosphate (c-di-GMP)

## Abstract

Bioleaching offers a sustainable alternative to conventional metallurgy, but its application is limited by low leaching rates, inhibition by heavy metals, and prolonged adaptation. Here, we engineered *Acidithiobacillus ferrooxidans*, a model bioleaching microorganism ubiquitous in mining environments, by modulating intracellular bis(3′−5′)-cyclic dimeric guanosine monophosphate (c-di-GMP) signaling to enhance biofilm formation, bioleaching efficiency, and arsenic tolerance. Overexpression of diguanylate cyclase genes *AFE_1379*, *AFE_0053*, and *AFE_1373* produced engineered strains S-222, S-306, and S-651, respectively, with 1.7-, 2.5-, and 5-fold higher intracellular c-di-GMP levels than the control carrying the empty plasmid vector. Under arsenic-free conditions, all engineered strains showed similar growth profiles, but S-306, at intermediate c-di-GMP (306.3 ± 28.1 μg mg^−1^), formed cytochrome-rich biofilms with low internal resistance and achieved the highest bioleaching efficiency. Under arsenic stress, S-651, at high c-di-GMP (651.4 ± 15.5 μg mg^−1^), developed polysaccharide-rich biofilms that enhanced arsenic tolerance, scorodite (FeAsO₄·2H₂O) precipitation, and bioleaching performance. Transcriptomic analysis confirmed these strain-specific gene expression patterns. These findings demonstrate that tuning intracellular c-di-GMP enables *A. ferrooxidans* to reprogram biofilm matrix composition for extracellular electron uptake and heavy-metal resistance, providing a synthetic biology strategy for environmentally friendly bioleaching and tailings recycling.

**IMPORTANCE:**

As a model microorganism for bioleaching, *Acidithiobacillus ferrooxidans* is limited in leaching efficiency by several key constraints, including slow biofilm formation and susceptibility to environmental heavy metals. Although genetic engineering has been widely used to tackle these challenges, conventional strategies typically focus on modifying one single trait at a time, which significantly restricts their industrial applicability. In this study, we present a novel approach that overcomes this limitation through targeted modulation of the global regulatory molecule c-di-GMP. Engineering this upstream signaling pathway allowed for the tunable enhancement of both bioleaching efficiency and heavy metal resistance, providing an integrated strategy to address multiple bottlenecks simultaneously. This work offers a versatile and practical biotechnology route for diverse scenarios to enhance bioleaching performance and environmental adaptability, which may facilitate the utilization of low-grade ores and mining tailings and ultimately contribute to more sustainable and circular metal production.

## INTRODUCTION

Bioleaching is a sustainable and eco-friendly biotechnology that utilizes microorganisms to extract valuable metals from low-grade ores and mine tailings (1). In contrast to traditional extraction techniques, such as hydrometallurgy and pyrometallurgy, bioleaching operates at significantly lower energy inputs, generates minimal hazardous emissions, and offers a cost-effective alternative (2, 3). Importantly, its applicability extends beyond primary ores to the recovery of valuable metals from secondary sources, including mine tailings, sewage sludge, and electronic wastes, thereby enabling simultaneous waste management and resource recovery (4, 5). Thus, bioleaching aligns with the needs for reducing carbon footprints and promoting circular economy principles by transforming waste streams into marketable products. Currently, bioleaching contributes approximately 10–20% of global copper production and around 5% of gold (6, 7). With increasingly stringent environmental regulations, growing demand for sustainable resource management, and advances in microbial process engineering, the contribution of bioleaching to global metal supply is expected to expand significantly in the coming decades (8).

Microorganisms commonly employed in bioleaching are acidophilic bacteria and archaea that are capable of catalyzing the oxidation of sulfide minerals (7), including pyrite (FeS_2_), chalcopyrite (CuFeS_2_), and arsenopyrite (FeAsS), to release valuable metals such as gold and copper from ores (9). Among these, *Acidithiobacillus ferrooxidans*, an acidophilic, chemolithoautotrophic sulfur- and iron-oxidizing bacterium, is widely used in bioleaching (2). In particular, its autotrophic metabolism enables growth and efficient metal recovery in environments with extremely low organic contents, such as mine tailings and industrial heaps (10). *A. ferrooxidans* also exhibits relatively high tolerance to acidity and metal-contaminated conditions compared with many microorganisms (11). Nevertheless, its activity can still be inhibited by the exceptionally high metal loads encountered in industrial biomining operations (e.g., arsenite concentrations can reach the 6 g L⁻¹ level in some process solutions) (10, 11). Besides, industrial-scale applications of *A. ferrooxidans* for bioleaching face significant challenges, including slow leaching rates for refractory ores, long startup and microbial adaptation periods, and the need for careful operational control to maintain optimal microbial activity (12). For example, the release of arsenic from arsenopyrite and other arsenic-bearing minerals often occurs during bioleaching, which can induce cellular stress and irreversibly inhibit microbial metabolism (13). The formation of biofilms, in which cells are embedded within extracellular polymeric substances (EPS), can mitigate these limitations by increasing the population of metabolically active cells involved in iron and sulfur oxidation (14), reducing heavy metal toxicity through effective immobilization within the EPS matrix (15–17), and enhancing microbial tolerance to environmental fluctuations (18–20). Therefore, promoting the formation of *A. ferrooxidans* biofilms with optimal structural and functional properties on mineral surfaces represents a crucial strategy to improve the efficiency and sustainability of metal extraction processes.

With the rapid advancement of genetic engineering, increasing efforts have been made to optimize the metabolic or physiological properties of microorganisms used in bioleaching processes (21). For *A. ferrooxidans*, enhancing its iron and sulfur metabolism is a common genetic engineering approach to improve bioleaching efficiency, which can be achieved, for instance, by overexpressing the *rus* gene or by editing sulfur metabolism-related genes (e.g., *tetH* and *sdo*) (22–24). Another practical strategy for *Acidithiobacillus* species is regulating functional genes responsive to low pH, heavy metals, and other environmental stresses (11). Furthermore, the leaching efficiency of these strains can be elevated by promoting EPS biosynthesis and biofilm formation, for example, through adding precursors (e.g., D-galactose) or overexpressing quorum sensing (QS) genes (e.g., *afeI/R*) (25). However, QS-based strategies are not universally applicable, as canonical QS systems are absent in key bioleaching species such as *Acidithiobacillus caldus* and *Acidithiobacillus thiooxidans* (26, 27). In contrast, the bacterial second messenger bis(3′−5′)-cyclic dimeric guanosine monophosphate (c-di-GMP) is conserved across all major *Acidithiobacillus* species (28–31), making it more likely to serve as a genetic engineering target that is applicable to diverse bioleaching microorganisms. Notably, elevated c-di-GMP levels in biofilm cells compared to planktonic cells suggest that increasing intracellular c-di-GMP may enhance the attachment and biofilm formation of bioleaching microbes on mineral surfaces, thereby improving bioleaching efficiency (32). While no direct evidence links c-di-GMP to the expression of Fe- or S-oxidation enzymes in *A. ferrooxidans*, a recent study in dissimilatory iron-reducing bacteria shows that elevated c-di-GMP boosts *c*-type cytochrome expression, enhancing electron transfer at cell-mineral interfaces (33). Thus, in addition to promoting biofilm formation, engineering the c-di-GMP network may also promote electron transfer between *A. ferrooxidans* and extracellular minerals, though such genetic manipulation has yet to be reported in this species.

C-di-GMP levels are dynamically regulated by diguanylate cyclases (DGCs) for synthesis and phosphodiesterases (PDEs) for degradation. In this study, we selected all four endogenous DGC genes previously identified in *A. ferrooxidans* (*AFE_1360*, *AFE_1373*, *AFE_0053*, and *AFE_1379*) (28), which alter c-di-GMP levels upon heterologous expression in *E. coli*, along with one exogenous DGC gene (*yedQ*) from *E. coli* that has been shown to effectively remodel biofilm architecture via c-di-GMP modulation (34). Differences in intracellular c-di-GMP concentrations across these engineered strains were then assessed, along with variations in their abilities for pyrite oxidation, biofilm formation, EPS composition, and arsenic stress tolerance. Our findings revealed that transferring different endogenous DGC genes can elevate c-di-GMP levels in *A. ferrooxidans* to distinct extents, thereby enabling precise regulation of biofilm composition and its efficiencies in extracellular electron transfer and arsenic resistance.

## MATERIALS AND METHODS

### Bacterial strains and culture conditions

Strains, plasmids, and primers used in this study are listed in Supplementary Information (SI) Tables S1 and S2. The wild-type (WT) *A. ferrooxidans* strain ATCC 23270 (purchased from ATCC) was used to construct engineered strains. *E. coli* strains were cultured in Luria-Bertani broth (LB) at 37°C with shaking at 180 rpm. *A. ferrooxidans* WT and its derivative strains were cultured at 30°C with shaking at 180 rpm in 9K-Fe medium supplemented with 62 mM FeSO₄·7H₂O, or 9K-S medium containing 1% (wt/vol) elemental sulfur (35), with detailed medium compositions provided in Table S3. Streptomycin was added to the engineered strain culture at a final concentration of 200 μg mL⁻¹.

### Construction of plasmid and engineered strains

The plasmid pYDT used in this study was constructed based on the plasmid pYYDT, with detailed procedures provided in Section S1 (36). Genes *AFE-1379*, *AFE-0053*, *AFE-1373* (from *A. ferrooxidans* ATCC 23270), and *yedQ* (from *E. coli* BL21), each with an additional ribosome binding site (RBS), were cloned by polymerase chain reaction (PCR) using specific primers (Table S2). These amplified fragments were inserted into pYDT to generate pYDT-1379, pYDT-0053, pYDT-1373, and pYDT-yedQ, with all target genes under the P_tac_ promoter. The constructs were validated by colony PCR using primers YD-F/R and DNA sequencing. Plasmid constructions were conducted in *E. coli* SM10 via heat shock. Plasmids pYDT, pYDT-yedQ, pYDT-1379, pYDT-0053, and pYDT-1373 were introduced into *A. ferrooxidans* by conjugative transfer (35), yielding strains S-137, S-149, S-222, S-306, and S-651. Plasmid isolation and PCR product purification kits were from Thermo Fisher Scientific (Waltham, MA, USA). The plasmid DNA sequence was confirmed by Sanger sequencing after purification from the recombinant strain. The presence of pYDT and its derivatives in *A. ferrooxidans* cells was monitored by extracting plasmids for gel electrophoresis analysis following our experiments.

### Quantification of c-di-GMP

Intracellular c-di-GMP levels were determined according to an established method (37). Briefly, 1 mL of culture was harvested during the late logarithmic growth phase (OD₆₀₀ ≈ 0.4), centrifuged at 16,000 × *g* for 2 min at 4°C, and the pellets were washed twice with 1 mL of ice-cold phosphate-buffered saline (PBS, pH 7.4). Then, cells were resuspended in 1 mL ice-cold PBS and lysed on ice using an ultrasonic disruptor (JY92-IIN, Ningbo Scientz Biotechnology, China) with 3 s pulses with 5 s intervals for a total of 5 min at 60% amplitude. After clearing debris by centrifugation (12,000 × *g*, 5 min, 4°C), the supernatant was collected for c-di-GMP measurements using a commercial enzyme-linked immunosorbent assay (ELISA) kit (Microbial c-di-GMP ELISA Kit, Cat. No. MM-91036O2, Jiangsu Meimian Industrial Co., Ltd., China). Absorbance was measured at 450 nm on a UV-Vis spectrophotometer (UV-2600i, Shimadzu, Japan).

### Microbial oxidation of pyrite

Pyrite used in this study was obtained from a mine in Anhui, China, with powder X-ray diffraction (XRD) confirming that its crystalline phase consisted solely of pyrite (Fig. S1). For XRD analysis, dried particles were mounted on monocrystalline silicon sample holders and measured using a Bruker D8 Advance X-ray diffractometer (Germany) with Cu Kα (40 kV and 40 mA). XRD patterns were recorded from 10˚ to 90˚(2θ) with a 0.015˚ step size and a scan time of 0.2 s per step. The pyrite was ground using an agate mortar, sieved through 500 mesh, and soaked in 1 M hydrochloric acid overnight to remove surface oxidation layers. Washed pyrite was transferred to an anaerobic glovebox (Vigor Laboratory; N₂ atmosphere, <1 ppm O_2_) and sterilized via three cycles of 30-minute immersions in 75% (vol/vol) ethanol, followed by triple rinsing with degassed sterile Milli-Q water. *A. ferrooxidans* cultures were pre-grown in 9K-S medium for 7 days and then processed via sequential centrifugation: sulfur particles were pelleted at 1,500 rpm for 1 min, and bacterial cells were harvested at 8,000 rpm for 5 min. The cell pellet was washed twice with sulfur-free 9K basal salts medium (pH 2) and resuspended in 9K medium containing 5% (wt/vol) pretreated pyrite to achieve an initial OD₆₀₀ of 0.10 ± 0.02. Bioleaching systems (50 mL slurry in 150 mL cone flasks) were incubated statically at 30°C. For arsenic-stressed systems, sodium arsenite (NaAsO₂, >99%, Sigma-Aldrich) was filter-sterilized and added to a final concentration of 5 mM prior to inoculation. At defined intervals, 200 μL aliquots were withdrawn and analyzed for Fe²^+^ using ferrozine assay (38) and sulfate using ion chromatography (ICS-1100, Thermo Fisher Scientific, USA), with detailed procedures provided in Section S2.

### Biofilm characterization

Biofilms formed on pyrite-coated glass slides were analyzed in terms of (i) confocal microscopy, (ii) total protein content, (iii) exopolysaccharide content, and (iv) cytochrome content. Pyrite-coated glass slides were prepared as described previously (39) and inoculated in 9K medium (pH 2.0 ± 0.2) with *A. ferrooxidans* at an initial OD₆₀₀ of 0.10 ± 0.01 to facilitate biofilm growth. The methodologies for quantifying total biofilm protein, exopolysaccharides, and cytochromes are detailed in Section S3. Pyrite-coated glass slides biofilms were imaged under a confocal laser scanning microscope (CLSM, TCS SP8, Leica, Germany), with optimized excitation/emission settings for SYTO 9 (488/550 nm), PI (535/617 nm), and ConA-TRITC (557/576 nm), with detailed procedures provided in Section S3. To investigate how EPS compositions in *A. ferrooxidans* biofilms affect arsenic immobilization, EPS from different engineered strains was extracted, and its arsenic adsorption capability was assessed. Detailed procedures for EPS extraction and arsenic adsorption experiments are provided in Section S4.

### Transcriptome and gene expression analysis of biofilm cells

Biofilm cells during the mid-late stage (day 30) of microbial oxidation were collected for RNA sequencing (Majorbio Co., Ltd., Shanghai, China) and qPCR analysis. Total RNA was extracted using the CTAB method, followed by genomic DNA removal (40). High-quality RNA samples were depleted of ribosomal RNA using the RiboCop rRNA Depletion Kit (Lexogen, USA) to optimize bacterial transcriptome profiling. The mRNA was fragmented into ~200 nt fragments using fragmentation buffer, and sequencing libraries were constructed and sequenced on the Illumina NovaSeq XPlus platform. Sequence reads were mapped onto the *A. ferrooxidans* reference genome (accession no. NC_002939.5) using Hisat2. For targeted gene expression analysis, total RNA was extracted from the biofilm cells collected at day 30 using MiniBEST Universal RNA Extraction Kit (TaKaRa, Japan) and reverse-transcribed to cDNA using the PrimeScript RT reagent Kit (TaKaRa, Japan). DNA concentration was measured with a Nanodrop spectrophotometer. Relative quantification of target gene expression was performed using *alaS* as the reference gene (41), with qPCR reactions amplified on a LightCycler 96 (Roche, Germany). All qPCR primers are listed in Table S2.

## RESULTS AND DISCUSSION

### Construction of engineered *A. ferrooxidans* strains with varying c-di-GMP levels

Five DGC genes, including all four DGC genes annotated in *A. ferrooxidans* (*AFE_1360*, *AFE_1373, AFE_0053*, and *AFE_1379*) (29) and one from *E. coli* (*yedQ*) (34), were cloned into the broad-host plasmid pYDT (Fig. S2). Except for *AFE_1360*, which resulted in non-viable engineered *A. ferrooxidans* strains, all genes were successfully introduced, yielding recombinant plasmids pYDT-1373, pYDT-0053, pYDT-1379, and pYDT-yedQ. Thus, the selected endogenous DGCs comprise all DGCs annotated in the *A. ferrooxidans* genome used in this study, and *AFE_1360* was not included in subsequent phenotypic analyses because its overexpression consistently yielded non-viable strains. The design of the genetic circuit is shown in Fig. 1A. Transformation of these plasmids into *A. ferrooxidans* generated four engineered strains, i.e*.,* S-149 (pYDT-yedQ), S-222 (pYDT-1379), S-306 (pYDT-0053), and S-651 (pYDT-1373), along with a control strain, S-137, carrying the empty pYDT plasmid. These strains displayed comparable growth rates under arsenic-free conditions (Fig. 1B), suggesting that the transformation of these plasmids had no significant impact on the growth of *A. ferrooxidans*.

**Fig 1:**
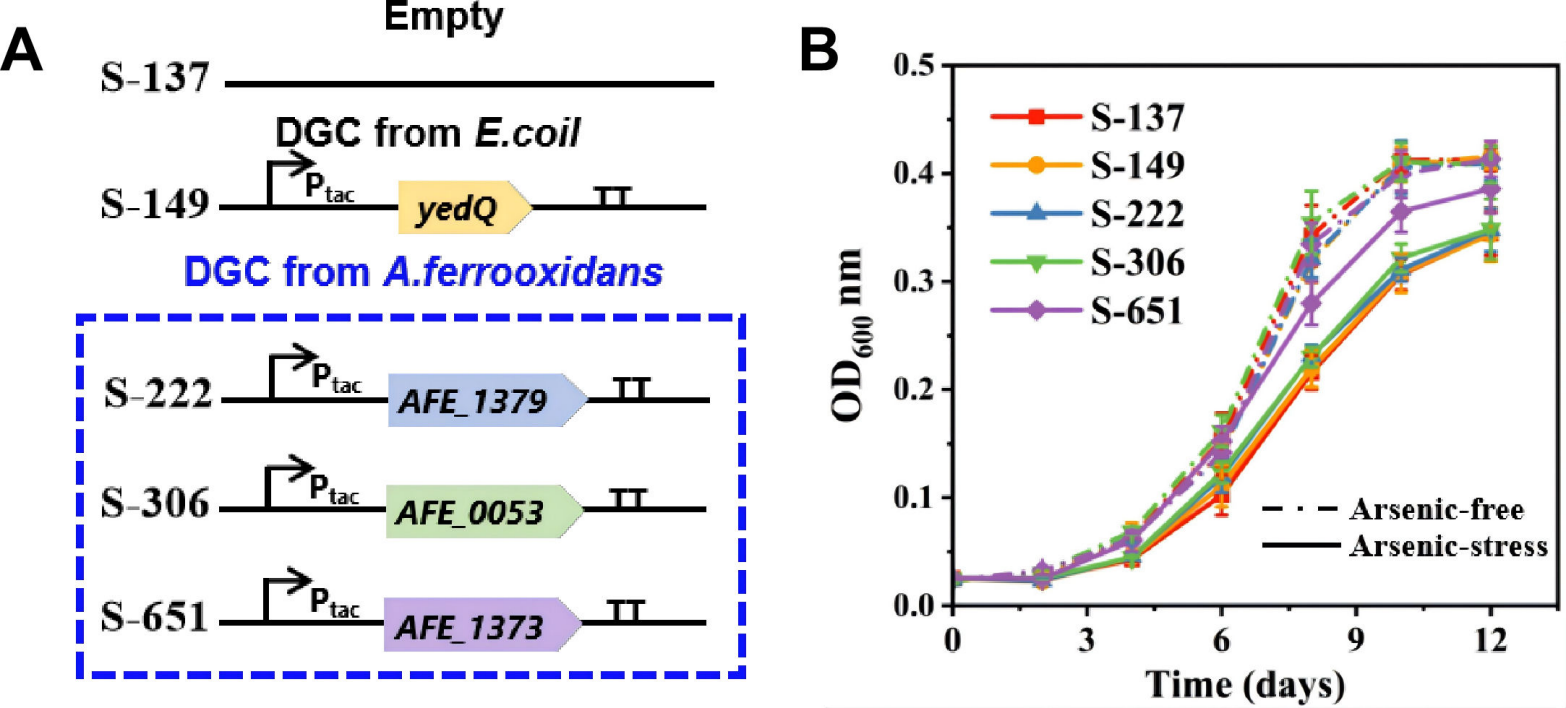
(**A**) Strain designations: S-149 expresses the diguanylate cyclase (DGC) gene *yedQ* (from *E. coli*); S-222, S-306, and S-651 express DGC genes *AFE_1379, AFE_0053*, and *AFE_1373* (from *A. ferrooxidans*), respectively. All DGC genes are under the control of the P_tac_ promoter. (**B**) Growth curves of these strains (with elemental sulfur as the electron donor) under arsenic-free (dashed curves) and arsenic-stressed (solid curves) conditions. Data are represented as mean values ± standard deviation (SD) (*n* = 3 independent replicates).

However, these engineered strains have markedly different varying intracellular c-di-GMP levels (Fig. 2A). Strain S-149, harboring the *yedQ* gene, displayed an intracellular c-di-GMP level similar to that of the control strain S-137 with the empty plasmid vector (136.9 ± 9.3 versus 148.5 ± 11.1 μg mg^−1^ total protein). Thus, introducing the *yedQ* gene from *E. coli* into *A. ferrooxidans* fails to significantly elevate the intracellular c-di-GMP levels, potentially because the heterologously expressed YedQ protein is non-functional in the acidophilic host (33). In contrast, strains S-222, S-306, and S-651 exhibited elevated intracellular c-di-GMP levels of 221.5 ± 27.3, 306.3 ± 28.1, and 651.4 ± 15.5 μg mg^−1^ total protein, representing approximately1.7-, 2.5-, and 5-fold increases compared to the control strain (Fig. 1A). The results demonstrate that overexpressing the *A. ferrooxidans* DGC genes (*AFE_1379*, *AFE_0053*, and *AFE_1373*) effectively increases intracellular c-di-GMP levels, with the elevation order being *AFE_1373* > *AFE_0053* > *AFE_1379*.  

**Fig 2:**
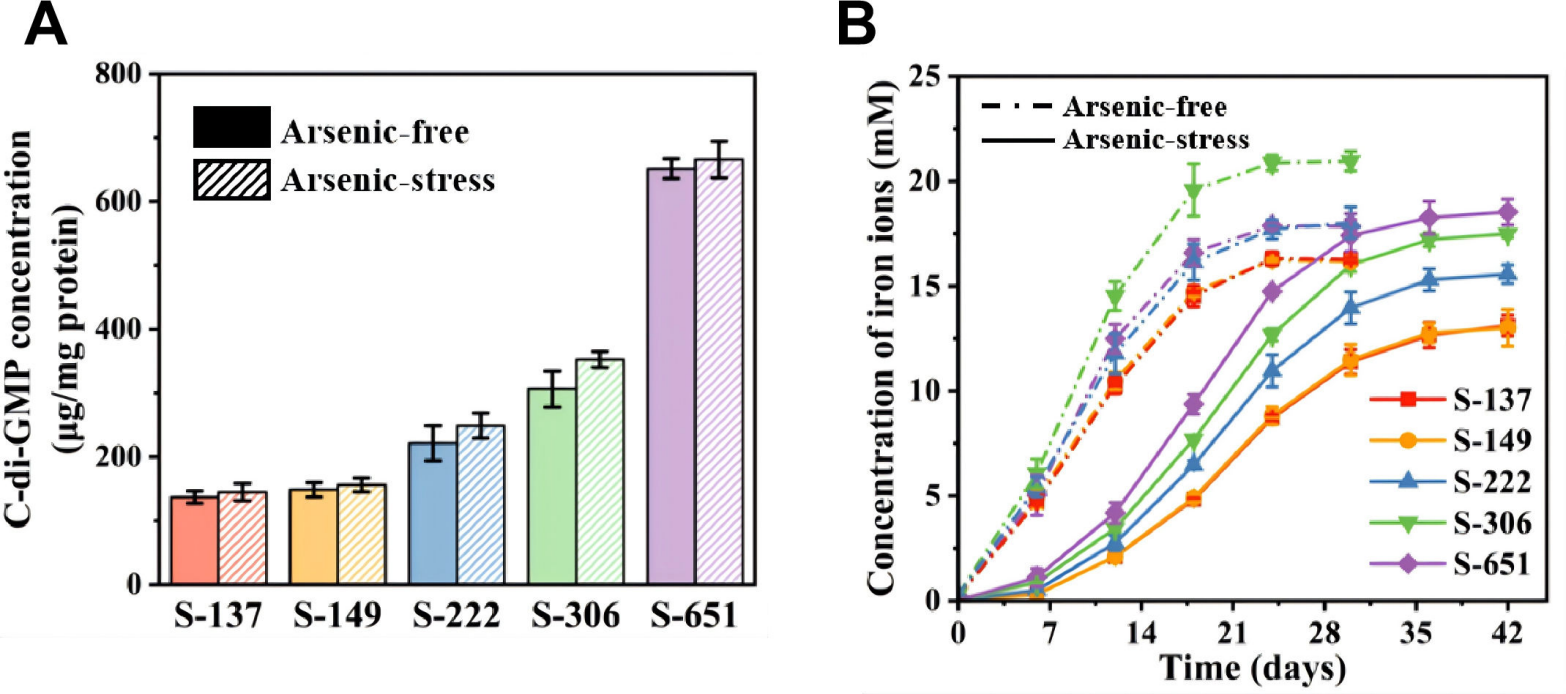
(**A**) Intracellular c-di-GMP concentrations under arsenic-free (solid columns) and arsenic-stressed (hatched columns) conditions. (**B**) Kinetic profiles of bioleaching by the strains under arsenic-free (dashed curves) and arsenic-stressed (solid curves) conditions. Data are represented as mean values ± standard deviation (SD) (*n* = 3 independent replicates).

### Bioleaching performance of engineered strains

To investigate how variations in intracellular c-di-GMP levels affect bioleaching efficiencies of engineered strains, we systematically compared the kinetics and extents of iron release from pyrite induced by these strains under arsenic-free and arsenic-stressed conditions over 30 days (Fig. 2B). The kinetic profiles of all strains exhibited S-shaped curves, characterized by an initial lag phase for microbial attachment and biofilm development, followed by an exponential phase of rapid oxidation. The critical role of microbe-mineral interactions in iron release from pyrite was further supported by the bacteria-free control experiment, in which iron release remained negligible over the 60-day period under the conditions of this study (Fig. S3). In the absence of arsenic, the iron release rates of different strains during the exponential phases followed the order: S-306 > S-651 > S-222 > S-149 ≈ S-137 (Fig. S4A). The sulfate production rates from pyrite oxidation (Fig. S5) among the strains followed the same order. The iron release rate of strain S-306 was 1.21 ± 0.06 mM day⁻¹, which was 1.6 times that of the control strain (S-137) and significantly higher than those of S-651 (0.98 ± 0.08 mM day⁻¹) and S-222 (0.97 ± 0.04 mM day⁻¹). Strain S-149 showed a similar iron bioleaching capability to that of the control strain, consistent with their comparable intracellular c-di-GMP levels (Fig. 2A). Correspondingly, the highest extent of pyrite oxidation was observed in S-306, followed by S-651 and S-222, and lowest in the control and S-149 (Fig. S4A). However, the intracellular c-di-GMP level of S-651 was higher than that of S-306 (Fig. 2A). This apparent inconsistency under arsenic-free conditions suggests that the bioleaching capability of engineered strains does not monotonically increase with rising c-di-GMP concentrations in *A. ferrooxidans*.

In bioleaching processes, arsenic release from refractory ores, typically containing arsenic-bearing minerals (e.g., arsenopyrite and arsenian pyrite), significantly impacts microbial activity and metal extraction (42). To investigate the bioleaching capability of engineered strains under arsenic-stressed conditions, we also compared the iron bioleaching capabilities of these strains in the presence of 5 mM sodium arsenite (Fig. 2B), reflecting the concentration and speciation of arsenic commonly encountered in natural acid mine drainage (AMD) systems (43). The presence of 5 mM As(III) subtly but statistically insignificantly increased intracellular c-di-GMP concentrations in all strains, without changing their relative order (Fig. 1C). This indicates that the strain-specific arsenic tolerance in *A. ferrooxidans* stems from pre-existing differences in basal c-di-GMP levels rather than from an arsenic-induced upregulation of this second messenger. Under arsenic stress, the iron release rates ranked as S-651 > S-306 > S-222 > S-149 ≈ S-137 (Fig. S4B). The ranking of sulfate production rates among the strains (Fig. S6) mirrored that of their iron release rates. Unlike under arsenic-free conditions, S-651 became the most efficient strain, exhibiting an iron release rate of 0.61 ± 0.01 mM day⁻¹, 1.7-fold higher than that of the control strain. Although the leaching rate of S-651 under arsenic stress decreased by ~37% compared with that under arsenic-free conditions, its overall extent of iron leaching from pyrite remained nearly unchanged. In contrast, the other strains were more severely affected by arsenic stress, resulting in more pronounced decreases in both their bioleaching rates (53–56% reduction) and extents (13–20% reduction). Moreover, growth curves (Fig. 1B) showed that S-651 grew faster than the other strains under arsenic stress, whereas all strains exhibited similar growth rates in the absence of arsenic. Consequently, strain S-651, overexpressing the *AFE_1373* gene, outperforms the other engineered strains in bioleaching under arsenic stress, demonstrating superior arsenic tolerance, even though S-306 exhibits better bioleaching capability in the absence of arsenic.

To further investigate why different engineered strains exhibit varying arsenic tolerance, we compared the relative proportions and valence states of solid-associated and dissolved arsenic at the end of 42-day arsenic-stressed bioleaching experiments (Fig. S7). The dissolved arsenic was predominantly As(V), with negligible As(III), which is reasonable given that the experiments were conducted under aerobic conditions. The percentages of solid-associated arsenic, including that within mineral lattices and in surface-adsorbed forms, followed the order: S-651 (50%) > S-306 (40%) > S-222 (36%) > S-149 (30%) > S-137 (28%). This indicates that the overexpression of the endogenous DGC genes (*AFE_1373*, *AFE_0053*, and *AFE_1379*) not only enhances the bioleaching capability of *A. ferrooxidans* but also facilitates the immobilization of arsenic from aqueous environments. Specifically, S-651 with the overexpressed *AFE_137*3 gene demonstrated significantly enhanced arsenic immobilization capacity. The synchrotron XRD patterns (Fig. S8) suggest that the solid product after 42-day experiments with arsenic was scorodite (FeAsO₄·2H₂O), while jarosite (KFe₃(SO₄)₂(OH)₆) was the dominant secondary mineral after experiments under arsenic-free conditions. Thus, strain S-651, characterized by a higher growth rate (Fig. 1B) and superior bioleaching performance (Fig. S4B), can release Fe³^+^ more rapidly. This accelerates the precipitation of scorodite and reduces dissolved arsenic concentrations, which in turn mitigates arsenic toxicity and ultimately enables S-651 to exhibit more prominent bioleaching efficiency and arsenic tolerance compared to other strains. 

### Differences in biofilm characteristics of engineered strains

To study how varying c-di-GMP levels differentially affect biofilm properties of engineered strains under arsenic and arsenic-free conditions, cell viability, exopolysaccharides, and total cellular protein within these strains’ biofilms on pyrite-coated slides were compared. The representative CLSM images (Fig. 3A and 2B) revealed that, under arsenic-free conditions, all engineered strains maintained comparable alive/dead cell ratios, with a live cell proportion of approximately 65% (Fig. S9). In contrast, under arsenic-stressed conditions, the live cell percentages for strains S-137, S-149, S-222, and S-306 significantly decreased to 44–47%, indicating that arsenic toxicity markedly impaired microbial metabolic activity of these strains. Notably, the S-651 strain maintained a live cell percentage of 59% despite arsenic exposure, exhibiting significantly higher viability than other strains. This demonstrates S-651’s superior arsenic stress resistance, consistent with the observation that S-651 grew faster than other strains under arsenic stress (Fig. 1B).

**Fig 3:**
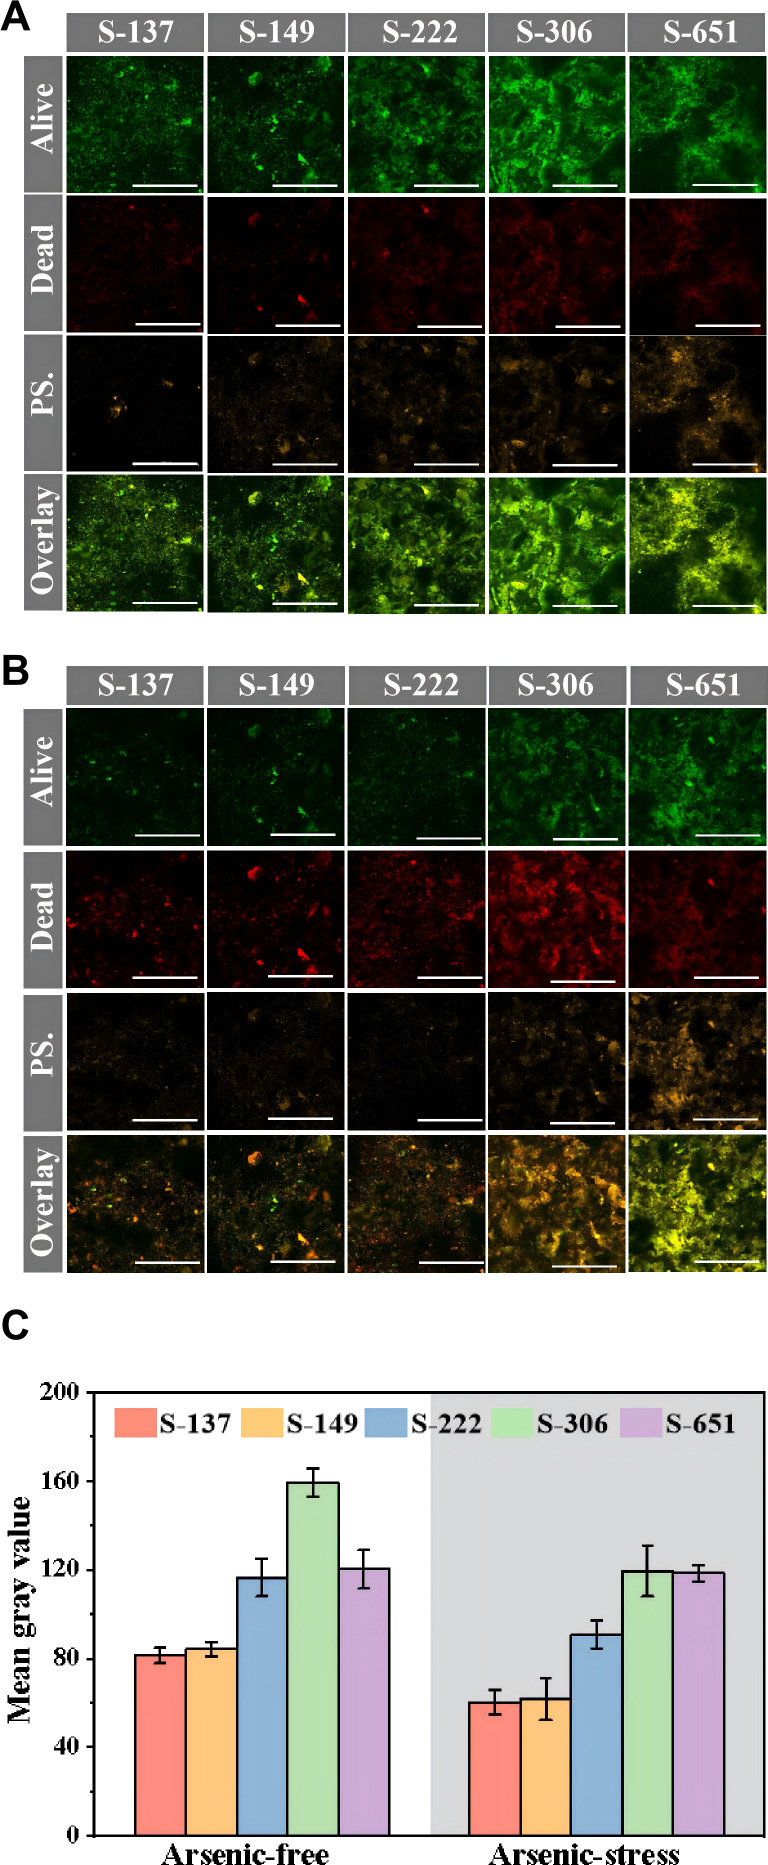
Representative CLSM images of biofilms formed by engineered *A. ferrooxidans* strains on pyrite surfaces under (**A**) arsenic-free and (**B**) arsenic-stressed conditions. The images show live cells (green), dead cells (red), exopolysaccharides (PS., orange), and merged views. Scale bar: 100 µm. (**C**) Semi-quantitative analysis of biofilm biomass via mean gray value in the merged alive and dead channels from CLSM images of the engineered strain biofilms formed on pyrite, under arsenic-free and arsenic-stressed conditions (conducted using ImageJ software, *n* = 3).

The total biomass of biofilms, estimated by densitometry analysis of live/dead merged CLSM images (Fig. 3A and 2B), followed the order: S-306 > S-651 > S-222 > S-149 ≈ S-137 under arsenic-free conditions, but shifted to S-651 > S-306 > S-222 > S-149 ≈ S-137 under arsenic-stressed conditions (Fig. 3C). The biomass of live cells within the biofilms, estimated from the live-cell CLSM images, also followed the same trend (Fig. S10). Furthermore, this pattern observed in CLSM analyses was corroborated by protein contents quantified using the bicinchoninic acid (BCA) assay (Fig. 4A). Specifically, under arsenic-free conditions, the total protein content of the S-306 biofilm was 515 ± 30 µg cm⁻², which was notably higher than that of the control strain S-137 (296 ± 25 µg cm⁻²). The presence of arsenic reduced the total protein contents of biofilms in all strains to varying degrees, except for S-651. Strikingly, S-651 sustained robust biofilm development, with protein contents of 420 ± 13 µg cm⁻² without arsenic and 425 ± 21 µg cm⁻² with arsenic, showing remarkable resilience and no significant arsenic-induced biomass loss. The results suggest that the overexpression of the endogenous DGC genes (*AFE_1373*, *AFE_0053*, and *AFE_1379*) could increase the total biomass and thickness of *A. ferrooxidans* biofilms on pyrite to varying degrees. Specifically, S-306 with the overexpressed *AFE_0053* gene formed markedly thickest biofilms in the absence of arsenic, whereas under arsenic stress, strain S-651 with the overexpressed *AFE_1373* gene exhibited a stronger ability to develop biofilms on pyrite surfaces (Fig. 3 and 4A).

**Fig 4:**
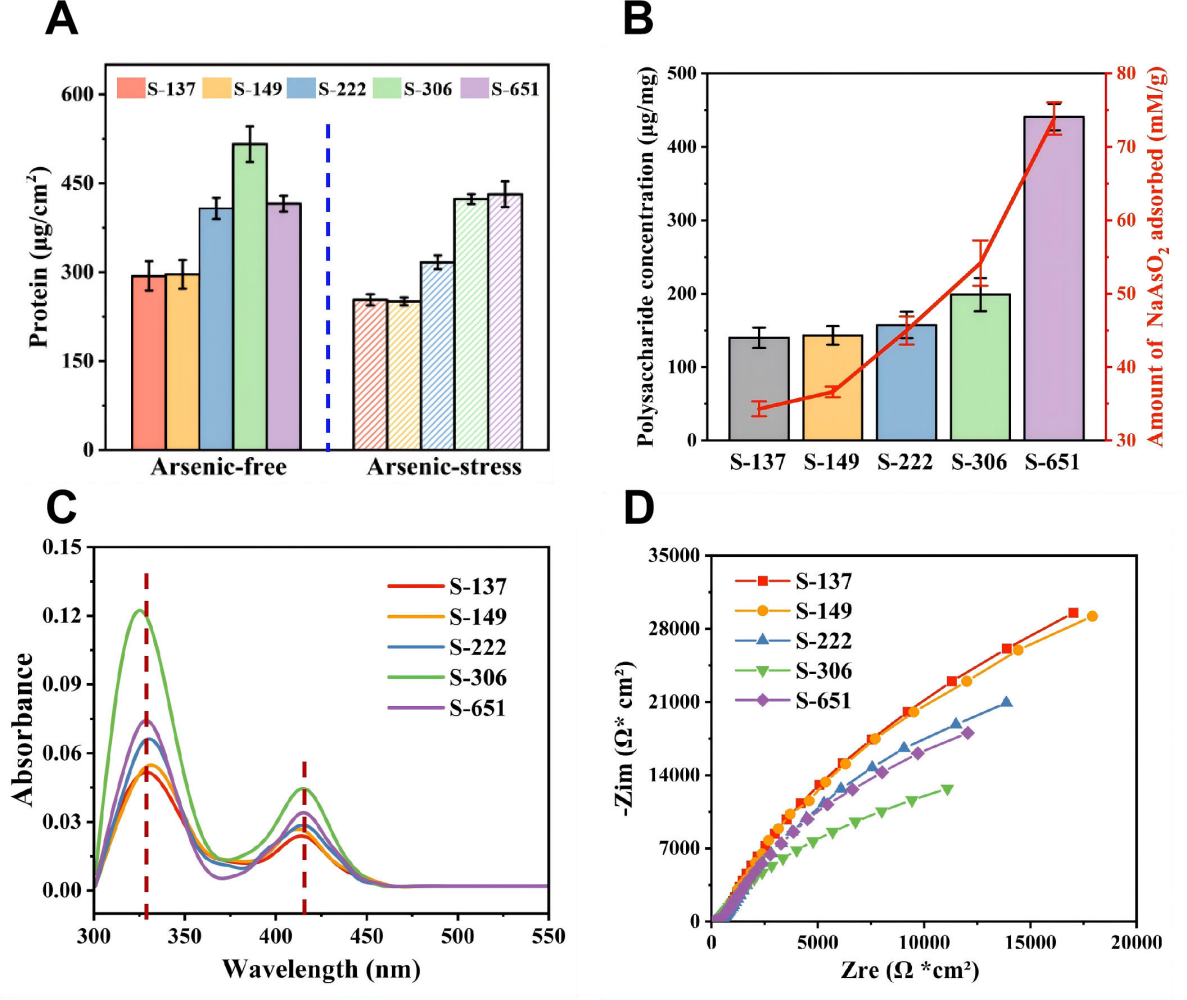
(**A**) Protein contents of biofilms formed by engineered strains on pyrite surfaces under arsenic-free (solid columns) and arsenic-stressed (hatched columns) conditions. (**B**) Polysaccharide contents (columns) in EPS and arsenite sorption capacities of EPS (red dots; with 30 mg dry weight of EPS used for sorption assays), both measured using EPS extracted from engineered strains after reaction under arsenic stress. (**C**) UV-Vis spectra of EPS from the engineered strains under arsenic stress, with dashed lines indicating characteristic peaks of *c*-type cytochromes. (**D**) Nyquist plots of the biofilms under arsenic stress, obtained via electrochemical impedance spectroscopy (EIS), depict biofilm conductivity, where a smaller semicircle radius corresponds to lower biofilm resistance and higher electron transfer efficiency. Data in panels **A** and **B** are represented as mean ± standard deviation (SD) (*n* = 3 independent replicates).

Additionally, the representative CLSM images using ConA-TRITC labeling (Fig. 3) revealed that the fluorescence intensity of exopolysaccharides increased with the overexpression of the endogenous DGC genes (*AFE_1373, AFE_0053*, and *AFE_1379*), regardless of arsenic exposure. Under arsenic-free conditions, strain S-306 formed a thicker biofilm with greater biomass, but its exopolysaccharide content was still lower than that of strain S-651. Thus, the biofilm of S-306 had a higher protein proportion, while that of S-651 was characterized by a greater exopolysaccharide proportion. Under arsenic-stressed conditions, the exopolysaccharide fluorescence of S-651 exceeded that of S-306 even further. This trend was confirmed by the polysaccharide contents determined using the Phenol-Sulfuric Acid Assay Kit (Fig. 4B). For example, the exopolysaccharide content of S-651 (441 ± 18 µg/mg) was 3.2-fold and 2.2-fold higher than those of the control strain S-137 (140 ± 14 µg/mg) and S-306 (199 ± 23 µg/mg) under arsenic-stressed conditions. The relatively high exopolysaccharide abundance in the S-651 biofilm likely contributed to its superior arsenic stress resistance (Fig. 1B), as exopolysaccharides typically serve as critical physicochemical barriers for immobilizing heavy metals (16). Consistently, the FTIR spectrum of S-651’s EPS (Fig. S11) showed stronger peaks at 1080, 3300, and 1630 cm⁻¹, corresponding to polysaccharide bonds, hydroxyl, and carboxyl/amide groups, respectively, indicative of abundant arsenic-binding functional groups (44). In line with this, arsenic adsorption experiments (Fig. 4B) using equal-mass EPS from different engineered strains demonstrated that higher exopolysaccharide proportions in EPS correlated with significantly greater arsenic adsorption capacity. For instance, the EPS of S-651 exhibited 2.2-fold and 1.4-fold higher equilibrium arsenic adsorption capacities than those of the control strain S-137 and strain S-306, respectively. Thus, overexpression of the gene *AFE_1373* not only markedly elevated the intracellular c-di-GMP level in S-651 but also increased the relative proportion of exopolysaccharides and functional groups in its biofilm, thereby strengthening biofilm barrier function, promoting arsenic sequestration, mitigating cellular toxicity, and ultimately improving bioleaching resilience.

In comparison, the overexpression of the gene *AFE_0053* increased the protein proportion in the S-306 biofilm relative to that of S-651, as confirmed by the UV-vis spectra of biofilm lysates from the two strains (Fig. 4C). Specifically, the absorbances at 320–330 and 410–420 nm, characteristic of *c*-type cytochromes (*c*-Cyts) (45), were higher in S-306 than in S-651 and other stains. *c*-Cyts on the outer cell membrane of *A. ferrooxidans* play a crucial role in transferring electrons from extracellular pyrite to cytochrome oxidase in the plasma membrane (46). Thus, the enhanced proportion of *c*-Cyts in the S-306 biofilm likely facilitated extracellular electron uptake and promoted pyrite oxidation. This was supported by electrochemical impedance spectroscopy (EIS) (Fig. 5D), which showed a markedly lower internal resistance in S-306 biofilms. The corresponding Nyquist plots revealed a significantly smaller arc radius for S-306 than the other strains, indicating lower resistance and favorable electron transfer in its biofilm, consistent with the elevated *c*-Cyt content (Fig. 4D). These results indicate that differences in the relative proportions of exopolysaccharides and cytochrome proteins in the biofilms of S-651 and S-306 likely contribute to their distinct capabilities in bioleaching and arsenic stress resistance.

**Fig 5:**
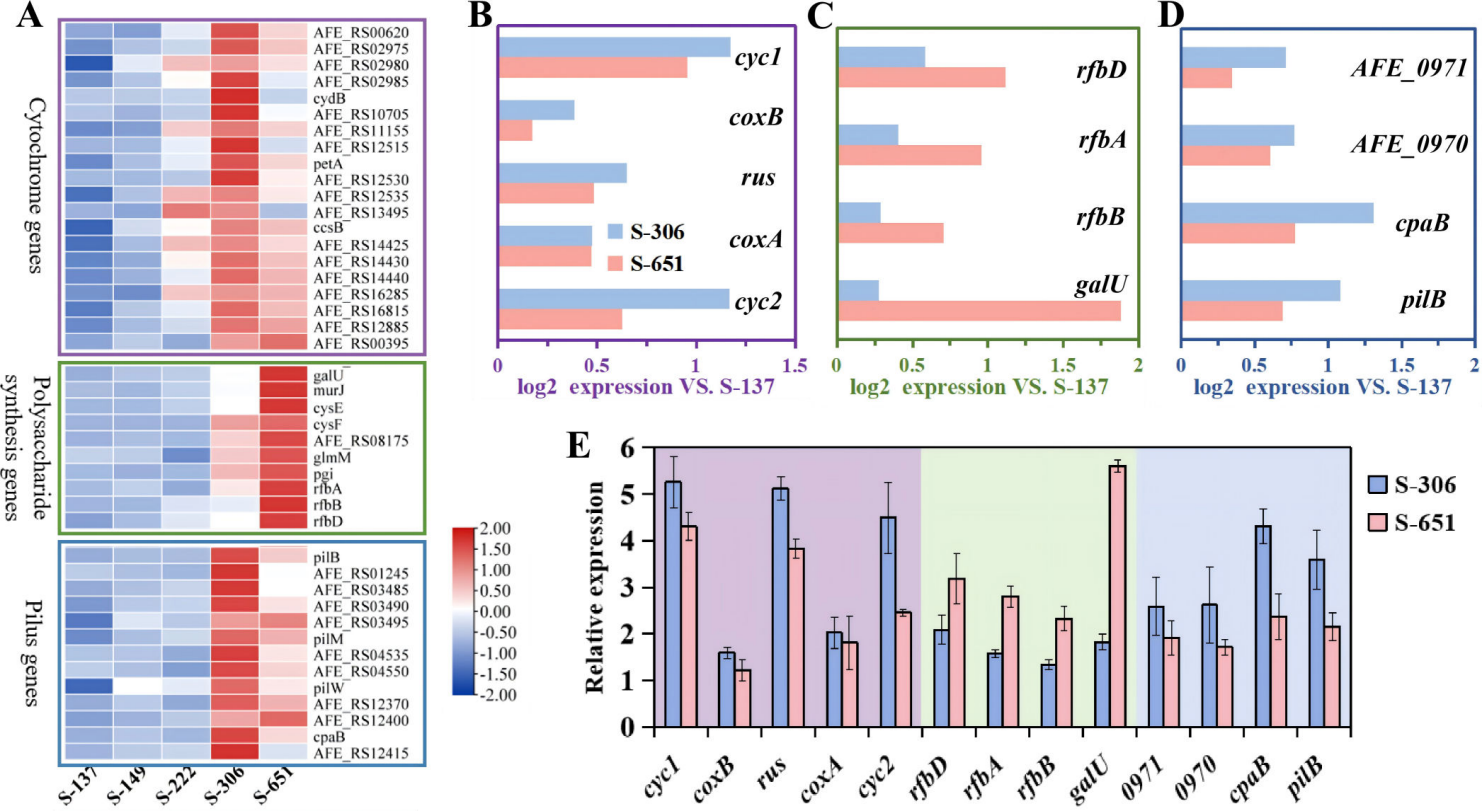
Transcriptomic analysis of *A. ferrooxidans* biofilm cells under arsenic stress. (**A**) Heatmap of DEGs related to (*c*-Cyts), polysaccharides, and pilus in strains S-137 (control), S-149, S-222, S-306, and S-651. Comparative expression profiles of genes encoding (**B**) key cytochromes associated with extracellular electron transfer (EET), (**C**) exopolysaccharide biosynthesis, and (**D**) pilus biosynthesis in strains S-306 (blue) and S-651 (red) relative to S-137. (**E**) Quantitative PCR (qPCR) validation of DEGs in S-306 (blue) and S-651 (red): *c*-Cyt genes (purple background), exopolysaccharide biosynthesis genes (green background), and pilus biosynthesis genes (blue background). Data in panel **E** are represented as mean ± standard deviation (SD) (*n* = 3 independent replicates).

### Gene expression profiling of biofilm cells

To further elucidate how DGC gene regulation influences biofilm development, EPS matrix compositions, bioleaching performance, and arsenic stress resistance in *A. ferrooxidans*, we compared the gene expression profiles of engineered strains (S-149, S-222, S-306, and S-651) to that of the control strain S-137 via transcriptomic analysis. Total RNA was extracted from the biofilm cells at the iron release peaks during bioleaching experiments for subsequent transcriptome profiling. 

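Biofilm cells growing on pyrite with 5 mM arsenite were collected on day 30 from 5 strains, and 3 libraries were sequenced from each strain (15 libraries in all; n = 3 per strain). The control strain S-137 carries the empty plasmid, S-149 carries *yedQ*, S-222 carries *AFE_1379*, S-306 carries *AFE_0053* and S-651 carries *AFE_1373*. The methods name the CTAB extraction, rRNA depletion with the RiboCop kit, sequencing on the NovaSeq XPlus and mapping with Hisat2. The sample records instead name a Trizol extraction, a Ribo-Zero kit and a directional NEBNext library kit, and both accounts are given here because the values cannot tell which was used. The program that counted fragments per gene is not given in the sources used here.

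The authors deposited one table of 3121 rows with a value per row and library in FPKM. This is the number of fragments divided by an effective row length in kilobases and by the library size. For rows of at least 500 bp, the effective length was estimated as the row length minus 194 to 204 bp. The estimate does not cover shorter rows. No scaling between libraries is stated beyond that. Of the rows, 3012 are genes of the reference annotation, 88 are sRNAs and 21 are transcripts added from the reads. By locus tag, 3007 of the reference gene rows matched the NCBI gene table of assembly ASM2148v1, and positions refer to the single chromosome of that assembly. FPKM values are not counts. Low values of rows of at least 500 bp nevertheless fell on steps of 1 fragment, with a median over the libraries of 87.0% of them within 0.1 of a whole number (74.5 to 100.0%). The step size gave an estimate of each library's size, in units of 1e+06 fragments, of 9.68 to 12.88, with strain medians of 11.87 for S-137, 10.89 for S-149, 10.12 for S-222, 10.86 for S-306 and 11.4 for S-651. The depth was thus similar among the strains.

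The values were analysed as log2(FPKM + 1) for the 2647 rows with a mean FPKM of at least 1 over all libraries. One limma model with an intensity-dependent prior variance was fitted to the 15 libraries, without replicate numbers, and each engineered strain was compared with S-137. Adjusted p-values are Benjamini-Hochberg values over the 2647 rows. A gene was called differentially expressed at an adjusted p below 0.05 and a change of at least 2-fold. The fold limit is the paper's. Its text states a negative binomial test with a p below 0.05 and does not say whether this p was adjusted, while the axis of Fig. S12 names an adjusted p. A count test was not fitted because the values are FPKM. On this scale the fold change of a gene with a low FPKM is understated. For a single value per library, 3 libraries against 3 were compared by an exact permutation test, two-sided, whose smallest possible p is 0.1.

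Several features of the table can move these numbers. The rows of *hslO*, AFE_RS01020 and novel0003 together took 22.5% ± 0.15 (SD, n = 3) of the estimated fragments in S-137, 23.1% ± 0.47 in S-149, 19.0% ± 0.35 in S-222, 17.3% ± 1.37 in S-306 and 22.3% ± 2.28 in S-651, and a lower share there raises every other FPKM of the library. Another 2 of the sRNA rows were listed at 0 in S-137 replicate 1 and S-149 replicate 3 and above 0 in all other libraries. The sum of FPKM ranged from 1157091 in S-149 replicate 3 to 1984286 in S-222 replicate 2. These sRNA rows account for part of that range only. Over the rows other than sRNAs, the sum was 1053869 in S-149 replicate 3 and 1396785 in S-222 replicate 2. Each comparison was therefore repeated with the libraries scaled by median ratios, to a common sum (TPM), by quantiles and to *alaS*. The TPM sum includes the 2 sRNA rows, so this scaling raises S-137 replicate 1 and S-149 replicate 3 against the other libraries. The SD of the library medians of S-137 was 0.247 under TPM scaling and 0.066 as deposited. Calls lost under TPM scaling may therefore reflect this added spread. The median Pearson correlation of log2(FPKM + 1) across genes was 0.986 between libraries of a strain (0.938 to 0.989 over 15 pairs) and 0.974 between libraries of different strains (0.934 to 0.989 over 90 pairs), and 0 of the 105 pairs of libraries held identical values. Libraries are named by the strain on their label, because no introduced gene with a row in the table stood out in its own strain.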

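In the deposited table, 2687 rows had an FPKM above 0 in at least 1 of the 15 libraries. This number was 2667 when an FPKM of at least 1 was required in at least 1 library, and 2602 when a value above 0 was required in every library. Restricted to mRNA rows of the reference annotation, 2577 were above 0 in at least 1 library and 2511 in every library. A single library had between 2639 rows (S-149 replicate 3 and S-651 replicate 2) and 2662 rows (S-137 replicate 2 and S-222 replicate 1) above 0. By strain, 2643 rows were above 0 in all 3 libraries of S-137, 2625 in S-149, 2635 in S-222, 2635 in S-306 and 2630 in S-651. The other 434 rows were listed at 0 throughout.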

A total of 2492 genes of *A. ferrooxidans* were detected, and the heatmap of all these genes is illustrated in Fig. S12A. 

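On log2(FPKM + 1) of the 2647 rows tested, the first 3 principal components held 34.7%, 19.8% and 12.5% of the variance among the 15 libraries. Differences between the strains accounted for 49.3% of the total sum of squares. A share this large was reached by 634 of the 1401400 ways to divide the libraries into 5 groups of 3 (exact permutation test, p = 0.000452). Among the alternatives, scaling to TPM gave the highest p, with 41.4% between strains (exact permutation test, p = 0.04). Not every library lay nearest to its own strain. S-149 replicates 2 and 3 and S-651 replicates 1 and 3 were each closer to a library of another strain, and for S-149 replicate 3 the distance was 31.9 to S-137 replicate 1 against 42.0 to the nearest S-149 library. With the 2255 located rows of at least 300 bp, a choice made after short rows were seen at 0 in S-137 replicate 1 and S-149 replicate 3, the share between strains was 75.4% (exact permutation test, p = 7.14e-07, the smallest that these partitions allow), and the first 2 components held 61.6% and 19.2% of the variance. The same 4 libraries were still nearest to a library of another strain over these rows, so short rows do not account for that, although the margin was smaller, for S-149 replicate 3 with 9.01 to S-651 replicate 1 against 9.40 to the nearest S-149 library.

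**Figure D1:**
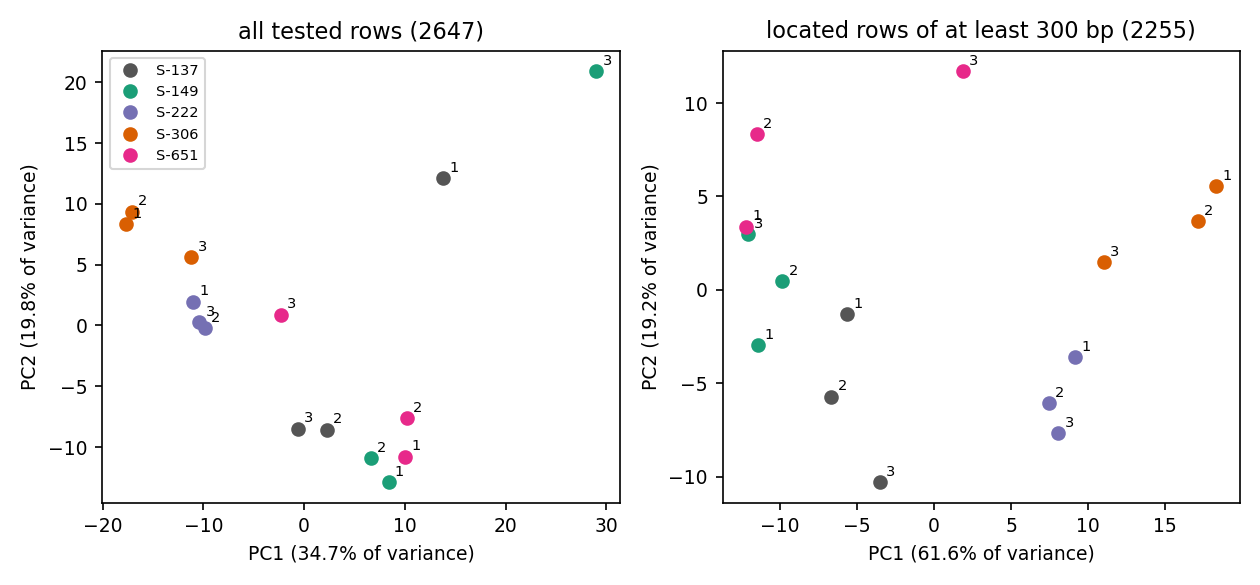
Principal component scores of the 15 libraries, 3 per strain, each point 1 library. The left panel uses all 2647 tested rows (34.7% and 19.8% of the variance on the axes) and the right panel the 2255 located rows of at least 300 bp (61.6% and 19.2%). In the left panel S-137 replicate 1 and S-149 replicate 3 lie apart from the other libraries of their strains.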

Principal component analysis (PCA) of the transcriptomes further revealed distinct physiological states among the biofilm cells of the different strains (Fig. S12B). Differential expression analysis relative to the S-137 control, using negative binomial tests (*P* < 0.05, fold-change ≥ 2), identified strain-specific sets of differentially expressed genes (DEGs): S-149 (9 DEGs: 1 upregulated, 8 downregulated), S-222 (11 DEGs: 10 upregulated, 1 downregulated), S-306 (57 DEGs: 52 upregulated, 7 downregulated), and S-651 (237 DEGs: 223 upregulated, 14 downregulated) (Fig. S12). Collectively, these results indicate that DGC genes primarily regulate *A. ferrooxidans* through transcriptional upregulation of the majority of functional genes, with the extent of transcriptional reprogramming correlating with the level of c-di-GMP modulation. 

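With limma on log2(FPKM + 1), at an adjusted p below 0.05 and a change of at least 2-fold, 7 genes were called in S-149 relative to S-137 (0 higher and 7 lower), 13 in S-222 (12 higher and 1 lower), 119 in S-306 (107 higher and 12 lower) and 22 in S-651 (2 higher and 20 lower). For the 0 genes higher in S-149, 1 gene was higher at an unadjusted p below 0.05 and the same fold limit in limma. Compared directly with S-651, 112 genes were called in S-306, of which 105 were higher in S-306 and 7 lower. The fold limit moved these counts most, since without it the calls at an adjusted p below 0.05 were 137 in S-149, 708 in S-222, 1361 in S-306 and 704 in S-651. The share of higher and lower genes depended on the scaling. After median-ratio scaling, 38 genes were higher and 34 lower in S-306, 3 higher and 2 lower in S-222, 5 higher and 12 lower in S-651, and 33 higher and 20 lower in S-306 against S-651. Scaling to *alaS* gave 66 higher and 2 lower genes in S-651, 59 higher and 23 lower in S-306, 6 higher and 4 lower in S-149, and 10 higher and 57 lower in S-306 against S-651. With 1 library left out at a time, the count ranged from 5 to 9 in S-149, from 9 to 16 in S-222 and from 95 to 169 in S-306. In S-651 it was 38 without S-137 replicate 1, 35 without S-651 replicate 1 and 10 without S-137 replicate 3, and for S-306 against S-651 it was 179 without S-651 replicate 3. The 3 libraries of a strain did not overlap those of S-137 for 38.5% of the tested genes in S-149, 50.1% in S-222, 58.6% in S-306 and 33.5% in S-651. For a single gene, exchangeable libraries give 10%. These shares were counted on the deposited scale alone, where a shift of whole libraries adds to them. The excess over 10% is therefore not a count of genes that differ.

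**Figure D2:**
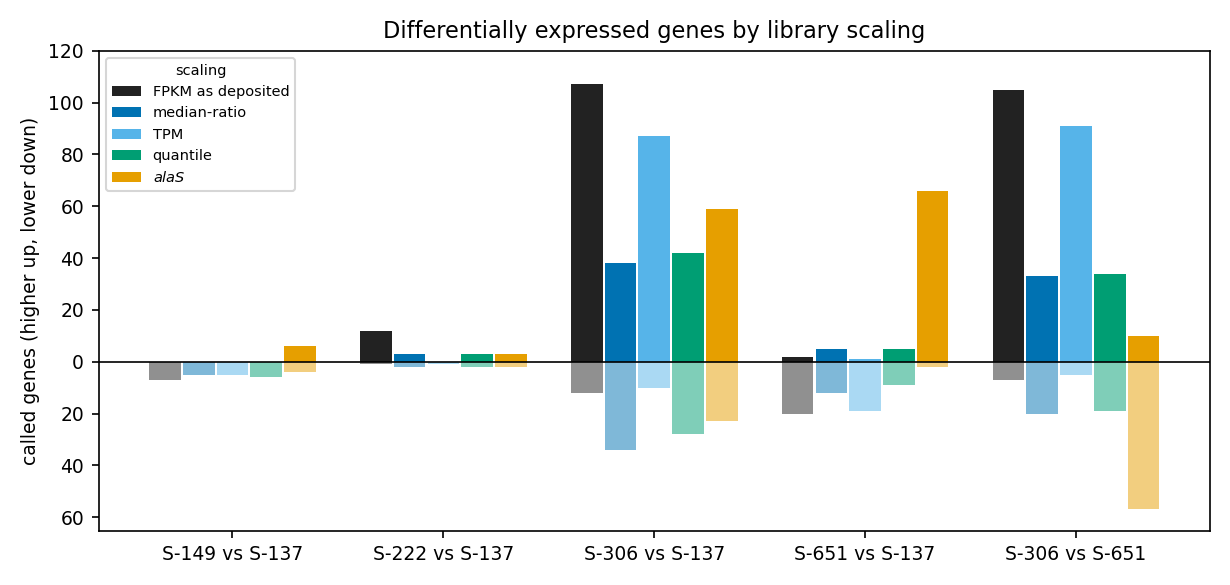
Number of called genes higher (up) and lower (down) in each comparison at the 2 limits, for FPKM as deposited and for the 4 other scalings. For S-651 against S-137 the bars show 2 higher and 20 lower genes as deposited, and 66 higher and 2 lower after scaling to *alaS*.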

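Over the 2647 genes tested, the median log2 fold change against S-137 was −0.13 in S-149, 0.18 in S-222, 0.24 in S-306 and −0.094 in S-651, and 22.1%, 79.0%, 74.8% and 36.7% of the genes were above 0. With the median taken in each library, the 3 libraries of S-149, S-222 and S-306 were all separated from those of S-137 (exact permutation test, p = 0.1, 0.1 and 0.1, the smallest that 3 libraries against 3 allow), whereas those of S-651 were not (p = 0.4 in the same exact test). These shifts depend on the scaling. Median-ratio scaling sets the typical gene to no change, with medians of 0.00096 in S-149, −0.0080 in S-222, −0.011 in S-306 and 0.0014 in S-651. Scaling to *alaS* turned the medians of S-149 and S-651 above 0, to 0.22 and 0.38, and that of S-222 below 0, to −0.018, and left that of S-306 at 0.091. Ordered by the c-di-GMP levels that the paper reports for its strains, from S-149 over S-222 and S-306 to S-651, the number of called genes was highest in S-306 on the deposited scale and under each of the 4 other scalings. With 5 strains no correlation with c-di-GMP was computed. From its counts of DEGs in each strain, the paper concludes that the DGC genes act mainly by raising the transcription of most functional genes and that the extent of the change goes with the c-di-GMP level.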

InterProScan-based domain analysis revealed no annotated non-GGDEF domains in AFE_1379 or AFE_0053, whereas AFE_1373 possesses additional P-loop NTPase and IstB_IS21-related domains. These auxiliary domains may provide extra regulatory inputs and could partly contribute to the distinct expression profile observed in strain S-651, in addition to the elevated intracellular c-di-GMP level.

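In the NCBI gene table of assembly ASM2148v1, the older locus tag *AFE_1373* belongs to AFE_RS06450, on the minus strand of the chromosome from 1191240 to 1191998, described as the IstB helper ATPase of an IS21-like element. It was listed at 0 FPKM in all 15 libraries, including the 3 labelled S-651. It lies in a stretch from 909231 to 1198342 (289112 bp) in which 313 of 319 reference genes were listed at 0 in every library (98.1%), compared with 62 of 2633 genes elsewhere (2.4%). *AFE_1360* (AFE_RS06380, plus strand, 1176627 to 1177067, a HEPN domain protein) lies in the same stretch and was also at 0 in every library. *AFE_0053* corresponds to AFE_RS00255, on the minus strand from 56115 to 57173, described as a YeeE/YedE family thiosulfate transporter. Its FPKM was 530.9 ± 21.9 (SD, n = 3) in the libraries labelled S-306 and 568.9 ± 72.4 (SD, n = 3) in S-137, and the log2 difference of S-306 from the mean of the other strains was −0.0080 (standard error 0.066, adjusted p = 0.929 from limma). *AFE_1379* and *yedQ* matched no row. By description, 0 rows of the table named a GGDEF domain or a diguanylate cyclase, 4 named an EAL domain and 2 a PilZ domain. If the paper's tags are those of this gene table, plasmid copies of *AFE_1373* and *AFE_0053* should raise these rows in their own strains. Neither row rose, so the values do not bear out the labelled plasmids for these tags. They also do not show which plasmid a library carried.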

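The genes with the largest called rises in the libraries labelled S-651 were AFE_RS09215 and AFE_RS11915. AFE_RS09215 (1747596 to 1748882, a membrane protein) had an FPKM of 60.8 ± 16.2 (SD, n = 3) against 22.6 ± 4.05 in S-137, a log2 fold change of 1.37 (standard error 0.18, adjusted p = 0.000603 from limma). AFE_RS11915 (2308422 to 2308652, a TusA family sulfurtransferase) had 2631 ± 1143 against 1096 ± 367, a log2 fold change of 1.24 (standard error 0.28, adjusted p = 0.0075 from limma). Its log2 fold change was 0.90 without S-651 replicate 3 and 0.97 without S-137 replicate 3, below the fold limit. The largest falls were of 3 short rows, AFE_RS16280 (207 bp, 2744652 to 2744858), novel0017 (207 bp, 2766543 to 2766749) and *kdpF* (93 bp, 2209200 to 2209292). They fell by 3.00, 1.75 and 1.47 on the log2 scale (adjusted p = 0.0391, 0.0141 and 0.0242 from limma). None of these falls held in every leave-one-out fit, since AFE_RS16280 was not called without S-137 replicate 2 or 3 or without S-651 replicate 1 or 2, novel0017 not without S-137 replicate 2 or 3, and *kdpF* not without S-137 replicate 2 or 3 or S-651 replicate 2. Across the 2647 genes, the changes of S-651 against S-137 had a Spearman correlation of 0.718 with those of S-149, 0.559 with those of S-306 and 0.175 with those of S-222. Simulated unchanged strains that shared simulated control libraries gave 0.462 (0.402 to 0.495 in 200 simulations). Noise was drawn independently for each gene there. For replicate 3 minus replicates 1 and 2, the differences in S-306 and in S-651 share no library. Their correlation was −0.526, where simulations of this kind gave −0.0552 to 0.0568. The simulated ranges are therefore too narrow to judge these correlations. Genes are not independent replicates, so no p is given. S-651 and S-306 shared 5 called genes, 3 of them changed in the same direction. S-651 and S-149 shared 2, both in the same direction.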

Bioleaching experiments (Fig. 2B) revealed that S-306 demonstrated the highest bioleaching capability under arsenic-free conditions, whereas S-651 exhibited superior arsenic resistance and maintained optimal bioleaching performance under arsenic stress. We therefore focused on DEGs with divergent expression patterns between S-306 and S-651 to elucidate the mechanistic basis for their respective phenotypic advantages. 

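Rusticyanin, the cytochromes *cyc1* and *cyc2* and the oxidase subunits *coxA* and *coxB* carry electrons from outside the cell to oxygen, and their rows lie together on the minus strand of the chromosome. They are *rus* (AFE_RS14415, 2828862 to 2829425), *coxA* (AFE_RS14425, 2830602 to 2832485), *coxB* (AFE_RS14430, 2832542 to 2833306), *cyc1* (AFE_RS14440, 2833974 to 2834666) and *cyc2* (AFE_RS14445, 2834678 to 2836135). The row of *cyc1* carries no symbol and was taken from Fig. 5A. In the libraries labelled S-306, *cyc2* had an FPKM of 1137 ± 143 (SD, n = 3) against 637.5 ± 11.1 in S-137, a log2 fold change of 0.83 (standard error 0.13, adjusted p = 0.000203 from limma), and *cyc1* had 625.7 ± 62.3 against 435.7 ± 25.3, a log2 fold change of 0.52 (standard error 0.12, adjusted p = 0.00323 from limma). The log2 fold changes of *coxB*, *coxA* and *rus* were 0.24, 0.11 and 0.046 (adjusted p = 0.0812, 0.482 and 0.617 from limma). After median-ratio scaling these 3 fell below 0, at −0.022, −0.15 and −0.22. *rus* was below 0 under all 4 other scalings, from −0.22 to −0.0044. *cyc1* and *cyc2* stayed above 0 under all 4, from 0.25 to 0.47 and from 0.56 to 0.78. Adjusted over all genes, 2 of the 5 genes were significantly higher in S-306 than in S-137, and adjusted over the list alone, also 2. Over all genes the number was 1 under TPM scaling and 2 under the 3 others, and median-ratio scaling made 1 gene significantly lower. Without S-306 replicate 3, *coxB* passed as well (0.34). The list comes from the paper and was chosen on these samples. By mean FPKM, *cyc1*, *coxB* and *cyc2* were highest in S-306 among the 5 strains, whereas *rus* (2698 ± 36.9 in S-222 against 2468 ± 145 in S-306) and *coxA* (621.1 ± 33.9 against 555.2 ± 41.9) were highest in S-222. Under the other scalings 2 or 3 of the 5 were highest in S-306, and *alaS* scaling placed 2 highest in S-651. The mean log2 value of the 5 genes was 0.35 ± 0.14 (SD, n = 3) above S-137 in S-306, with all 9 pairs of libraries in that order (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Median-ratio scaling moved this mean most, to 0.085.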

As shown in Fig. 5A, S-306 exhibited the highest expression of key *c*-Cyts genes (*cyc1*, *coxB*, *rus*, *coxA*, and *cyc2*) among all engineered strains. S-651 also showed elevated expression relative to the control, but levels were lower than in S-306 (Fig. 5B). This trend was confirmed by quantitative PCR (qPCR) (Fig. 5E), showing that the expression of these genes in S-306 was 1.1 to 1.8-fold higher than in S-651. 

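In the libraries labelled S-651, the 5 genes were below S-137. The mean of their log2 values was −0.33 ± 0.23 (SD, n = 3), with 0 of the 9 pairs of libraries higher in S-651 (exact permutation test, p = 0.1), but scaling to *alaS* turned it to 0.16. The log2 fold change was −0.61 for *coxA* (338.2 ± 54.9 FPKM in S-651 against 515.9 ± 62.0 in S-137, adjusted p = 0.00429), −0.40 for *cyc1* (335.8 ± 74.8 FPKM, adjusted p = 0.0307), −0.33 for *coxB* (622.1 ± 110 FPKM, adjusted p = 0.0402), −0.24 for *rus* (2020 ± 78.6 FPKM, adjusted p = 0.0247) and −0.057 for *cyc2* (623.7 ± 148 FPKM, adjusted p = 0.777), all from limma. Scaling to *alaS* reversed *coxB*, *rus*, *cyc1* and *cyc2*, to 0.16, 0.24, 0.090 and 0.43, and median-ratio and quantile scaling put *cyc2* at 0.044 and 0.073. Adjusted over all genes, 4 of the 5 were significantly lower, and adjusted over the list alone, also 4. Under the other scalings the number was between 0 and 4, and *alaS* scaling made 2 significantly higher. With 1 library left out it ranged from 1 (*coxA*, without S-137 replicate 2, without S-137 replicate 3 or without S-651 replicate 2) to 5 (without S-651 replicate 3).

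In the direct comparison, the 5 genes were on average 0.68 higher in S-306 than in S-651 on the log2 scale, again in all 9 pairs of libraries (exact permutation test, p = 0.1). The single genes were higher by 0.91 for *cyc1*, 0.88 for *cyc2*, 0.72 for *coxA*, 0.57 for *coxB* and 0.29 for *rus*. All 5 passed an adjusted p of 0.05 in limma over all genes and over the list alone, also with any 1 library of either strain left out, and none reached 2-fold. Under the other scalings between 1 (*alaS*) and 4 passed over all genes, and *alaS* scaling made 1 significantly lower. Without S-651 replicate 3, *cyc1* and *cyc2* reached 1.09 and 1.07. Scaling to *alaS* reduced the mean difference to 0.037 and reversed *coxB* and *rus*, to −0.067 and −0.35, and median-ratio scaling put *rus* at −0.076. *alaS* itself (AFE_RS04380, 847236 to 849869), the reference gene of the paper's qPCR, was lower in S-651 than in S-137 by a log2 fold change of −0.48 (standard error 0.083, adjusted p = 0.00241 from limma) and not significantly different in S-306 (0.15, adjusted p = 0.146 from limma).

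**Figure D3:**
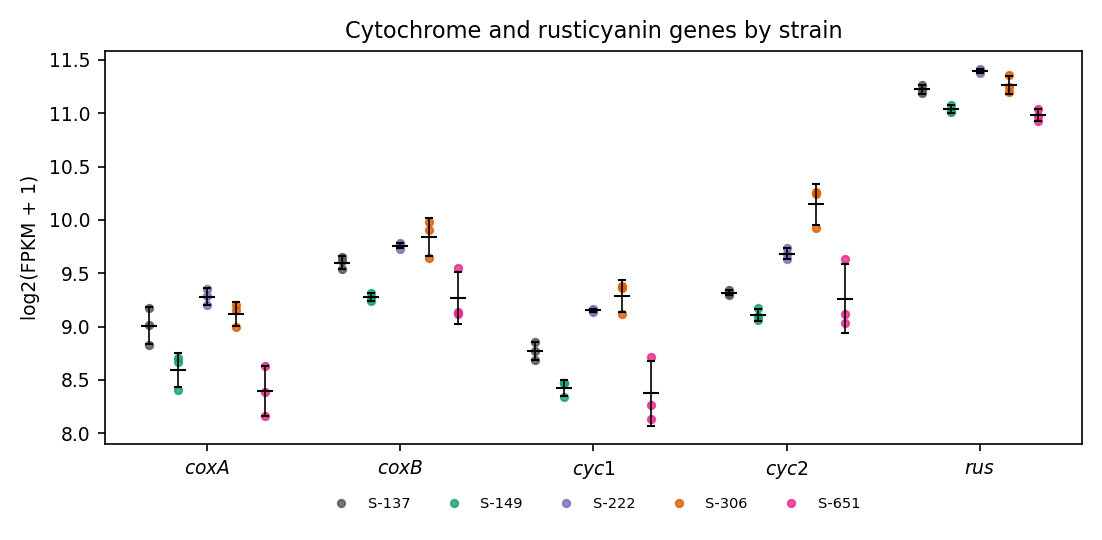
log2(FPKM + 1) of *cyc1*, *coxB*, *rus*, *coxA* and *cyc2* in the 5 strains as deposited, with the 3 libraries of a strain as points and dashes and bars for the mean ± SD. The means of S-306 lie above those of S-651 for all 5 genes, although scaling to *alaS* reverses *coxB* and *rus*.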

The higher expression of these *c*-Cyts genes in S-306 is consistent with the stronger peaks assigned to *c*-Cyts in the UV-vis spectrum of its biofilm lysates (Fig. 4C) and with the lower biofilm resistance revealed by EIS (Fig. 4D). Overall, the overexpression of the DGC gene *AFE_0053* significantly upregulates the expression of *c*-Cyts genes and enhances electron transfer from pyrite to *A. ferrooxidans*, indicating that this gene expression does not increase monotonically with c-di-GMP levels.

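Across the strains, the mean log2 value of *cyc1*, *coxB*, *rus*, *coxA* and *cyc2* relative to S-137 was −0.29 ± 0.066 (SD, n = 3) in S-149 and 0.27 ± 0.019 in S-222, so on the deposited scale S-222 lay close to S-306 and S-149 close to S-651. Scaling to *alaS* changed this grouping and reversed S-149 and S-651, with 0.069 in S-149, 0.066 in S-222, 0.20 in S-306 and 0.16 in S-651. A strain order S-137, S-222, S-306, S-651 in rising mean FPKM was found for 0 of the 5 genes as deposited and under each of the 4 other scalings. Of the 30 rows of the table described as cytochromes, 29 were tested. Their median log2 fold change was 0.11 in S-306, which is 0.13 below the median of all genes (camera in limma with a preset correlation of 0.01, adjusted p = 0.555 over 40 set tests), and the set was not significant in S-651 either (median −0.19, adjusted p = 0.768 from camera). Under fry in limma, the set was not significant against S-137 in S-306 (adjusted p = 0.197) or S-651 (adjusted p = 0.197) and was higher in S-306 than in S-651 (adjusted p = 0.025), where it lay 0.12 below the median of all genes. Fry depends on the scaling, since after median-ratio scaling the set was lower in S-306 than in S-137 (adjusted p = 0.00427), lower but not significantly in S-651 (adjusted p = 0.111), and reversed to lower in S-306 than in S-651 (adjusted p = 0.0525, all from fry in limma). As deposited, in S-306, 1 of the 29 genes was called.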

Transcriptome data also showed that exopolysaccharide biosynthesis genes (*rfbD*, *rfbA*, *rfbB,* and *galU*) were upregulated in both S-306 and S-651 relative to the control, with S-651 exhibiting the highest expression (Fig. 5A and C). 

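The 4 exopolysaccharide genes are *rfbB* (AFE_RS02080, 382357 to 383496), *rfbD* (AFE_RS02085, 383516 to 384385) and *galU* (AFE_RS02100, 385318 to 386214), which lie close together, and *rfbA* (AFE_RS15105, 2969801 to 2970685), all on the minus strand. They were higher in the libraries labelled S-306 than in S-137. The FPKM of *rfbD* was 136.6 ± 13.9 (SD, n = 3) against 71.5 ± 8.57 (log2 fold change 0.93, adjusted p = 0.00011), that of *rfbB* 178.0 ± 26.6 against 100.4 ± 11.9 (0.82, adjusted p = 0.00125), that of *galU* 400.2 ± 49.9 against 263.7 ± 8.24 (0.59, adjusted p = 0.00366) and that of *rfbA* 197.6 ± 18.1 against 146.5 ± 6.85 (0.43, adjusted p = 0.00477), all from limma with standard errors of 0.11 to 0.17. All 4 passed an adjusted p of 0.05 over all genes and adjusted over the list alone, also with any 1 library left out. The 4 genes stayed above 0 under all other scalings, but the number that passed over all genes was 1 under TPM and 4 under *alaS* scaling, the lowest and highest of the 4 scalings. *rfbD* was past the 2-fold limit only in part of the leave-one-out fits, at 1.02 without S-137 replicate 1 and 1.01 without S-306 replicate 3.

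For the libraries labelled S-651, *rfbD* had 102.2 ± 23.3 FPKM (log2 fold change 0.49, adjusted p = 0.0172), *rfbB* 136.2 ± 40.1 (0.40, adjusted p = 0.0871), *galU* 337.4 ± 92.6 (0.32, adjusted p = 0.11) and *rfbA* 140.9 ± 23.8 (−0.068, adjusted p = 0.669), all from limma. *rfbA* rose above 0 to 0.032 after median-ratio, 0.0072 after quantile and 0.42 after *alaS* scaling. At an unadjusted p below 0.05 in limma, 3 of the 4 were higher (*rfbD*, *rfbB* and *galU*). Adjusted over all genes, 1 of the 4 was significantly higher, and adjusted over the list alone, also 1. With 1 library left out, this number ranged from 0 (without S-137 replicate 2 or 3) to 3 (without S-651 replicate 1). Over all genes it was 0 under TPM and 4 under *alaS* scaling. The list mean was 0.29 ± 0.33 above S-137, with replicates at 0.031, 0.17 and 0.66 (8 of 9 pairs of libraries higher in S-651; exact permutation test, p = 0.2). Without S-651 replicate 3 this mean was 0.10.

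Compared directly, the list mean was 0.40 higher in S-306 than in S-651 (8 of 9 pairs of libraries; exact permutation test, p = 0.2), and 3 of the 4 genes were significantly higher in S-306, both over all genes and adjusted over the list alone. Without S-306 replicate 1 or 2, or without S-651 replicate 1 or 2, only *rfbA* was, and without S-651 replicate 3, all 4. Scaling changed this comparison, as 0 of the 4 genes were significantly higher in S-306 under any of the 4 other scalings (limma, over all genes), 1 was significantly lower after *alaS* scaling, and the mean of S-651 minus S-306, −0.40 as deposited, was −0.041 after median-ratio scaling and 0.23 after scaling to *alaS*, which reversed all 4 genes.

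**Figure D4:**
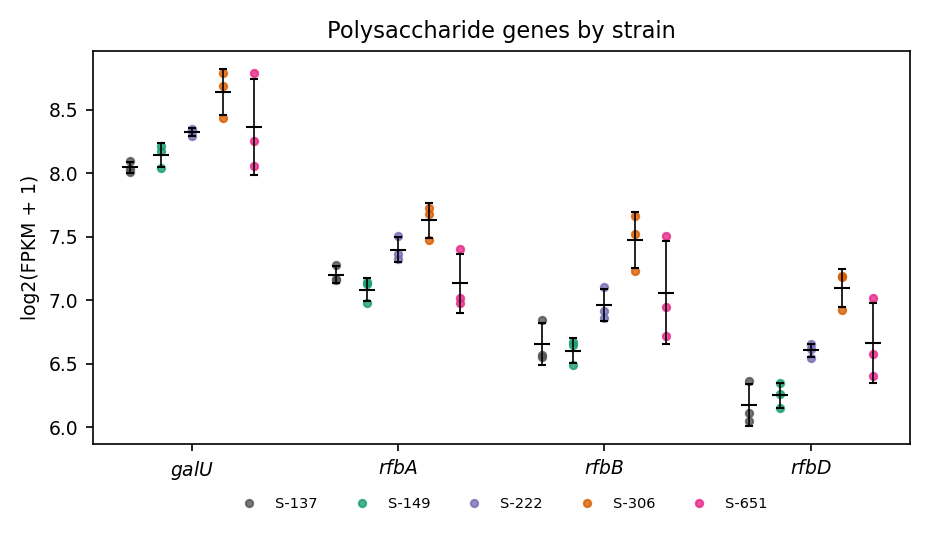
log2(FPKM + 1) of *rfbD*, *rfbA*, *rfbB* and *galU* in the 5 strains as deposited, with the 3 libraries of a strain as points and dashes and bars for the mean ± SD. S-306 has the highest mean for all 4 genes on this scale, S-651 replicate 3 lies above the other S-651 libraries, and scaling to *alaS* places S-651 above S-306.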

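By mean FPKM, 4 of the 4 genes *rfbD*, *rfbA*, *rfbB* and *galU* were highest in the libraries labelled S-306 and 0 in those labelled S-651, which *alaS* scaling reversed to 0 and 4. All 4 were above S-137 in S-222 as deposited, with a list mean of 0.30 ± 0.066 (SD, n = 3; 9 of 9 pairs of libraries; exact permutation test, p = 0.1, the smallest possible with 3 against 3). The S-222 mean was smaller after median-ratio (0.11), TPM (0.14), quantile (0.085) and *alaS* scaling (0.098), quantile and *alaS* scaling reversed *rfbA* to below 0 (to −0.046 at the lowest), and 0 of the 4 genes passed an adjusted p of 0.05 in limma under any of these scalings. In S-149 the list mean was 0.00024 ± 0.064 (exact permutation test, p = 1.0), and 0.36 after *alaS* scaling. The order S-137, S-222, S-306, S-651, in which the paper ranks intracellular c-di-GMP, was followed by 0 of the 4 genes as deposited and under TPM scaling, by 1 (*galU*) after median-ratio or quantile scaling and by 3 (*rfbD*, *rfbB* and *galU*) after *alaS* scaling, where the list means of S-222, S-306 and S-651 were 0.098, 0.54 and 0.77.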

Their expression generally increased with intracellular c-di-GMP concentrations, consistent with previous reports that elevated c-di-GMP promotes exopolysaccharide production and biofilm formation, thereby enhancing stress resistance (47, 48). This trend was confirmed by the CLSM images (Fig. 3), and qPCR further validated that the expression in S-651 was 1.5–3.1-fold higher than that in strain S-306 (Fig. 5E). Moreover, genes encoding arsenic resistance were not differentially expressed among all strains after arsenic exposure (Fig. S13), indicating that the superior arsenic tolerance of S-651 with DGC gene of *AFE_1373* was not due to upregulation of arsenic detoxification genes but likely arose from enhanced exopolysaccharide production, which acts as a barrier limiting arsenic entry and toxicity.

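The table lists *arsH* (AFE_RS13125, 2541813 to 2542526, minus strand), *arsR* (AFE_RS13135, 2543945 to 2544301, plus strand) and *arsC* (AFE_RS13140, 2544301 to 2544792, plus strand) beside each other. None of the 3 reached a 2-fold change in any strain. By adjusted p over all genes, *arsR* was higher than in S-137 (161.3 ± 3.79 FPKM; SD, n = 3) in the libraries labelled S-306 (239.3 ± 15.7; log2 fold change 0.56, standard error 0.079, adjusted p = 8.25e-05 from limma) and in those labelled S-651 (205.4 ± 21.1; 0.34, adjusted p = 0.00797 from limma), and it stayed above 0 under all 4 other scalings, from 0.27 to 0.51 and from 0.30 to 0.83. It was not significant under TPM scaling in either strain (adjusted p between 2.06e-05 and 0.113 over the alternatives in S-306 and between 4.3e-06 and 0.5 in S-651). That scaling widens the spread of S-137 through the sRNA rows at 0 in its replicate 1. *arsC* was 48.9 ± 5.40 FPKM in S-137 and 57.6 ± 2.57 in S-306 (0.24, adjusted p = 0.0425 from limma), but this change was lost (adjusted p above 0.05) without any 1 of S-137 replicates 1 and 2 and S-306 replicates 1, 2 and 3, and it was −0.022 after median-ratio scaling and −0.046 after quantile scaling. In S-651 *arsC* was 49.2 ± 4.93 FPKM (0.0092, adjusted p = 0.949 from limma). *arsH* had 11.8 ± 1.69 FPKM in S-137, 9.75 ± 3.05 in S-306 and 10.7 ± 2.58 in S-651 (−0.28 and −0.14, adjusted p = 0.271 and 0.633 from limma). In S-306 *arsH* was significantly lower after median-ratio (−0.52) and quantile scaling (−0.47), with an adjusted p between 0.019 and 0.954 over the alternatives in limma, and in S-651 *alaS* scaling reversed it to 0.31. The set of rows described with arsenic differs from this list, as it holds *arsH*, *arsC* and the arsenic transporter AFE_RS13130 but not *arsR*, and after median-ratio scaling fry of limma called it as lower in S-306 (adjusted p = 0.00769, against 0.41 and no fall as deposited). Adjusted over the list alone, 2 genes were significantly higher in S-306 and 1 in S-651, as over all genes. In S-149 and in S-222, 0 of the 3 genes passed in limma, over all genes or adjusted over the list alone, with 1 (*arsC*, lower in S-149) and 0 at an unadjusted p below 0.05, although *alaS* scaling made 2 higher in S-149 and 1 lower in S-222. The mean log2 value of the 3 genes differed from S-137 by 0.17 ± 0.18 in S-306 (exact permutation test, p = 0.3) and by 0.070 ± 0.19 in S-651 (exact permutation test, p = 0.6), and in S-306 it was −0.078 after median-ratio scaling.

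**Figure D5:**
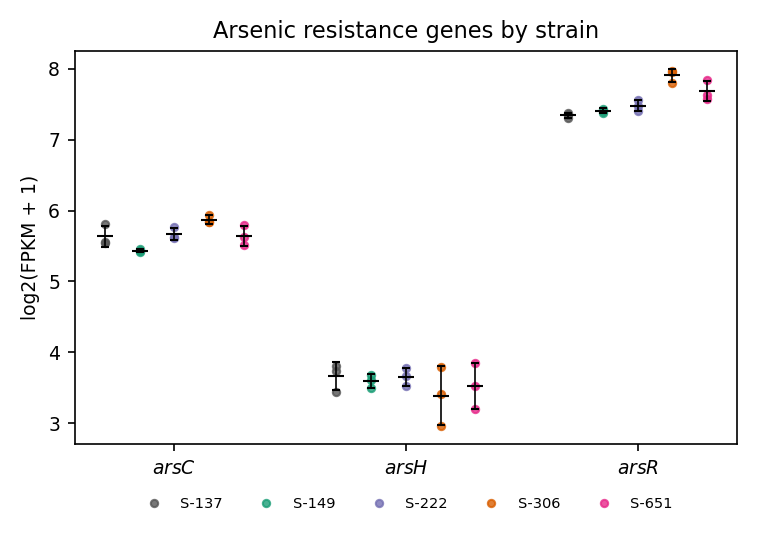
log2(FPKM + 1) of *arsR*, *arsC* and *arsH* in the 5 strains as deposited, with the 3 libraries of a strain as points and dashes and bars for the mean ± SD. *arsR* is highest in S-306 (239.3 FPKM) and next in S-651 (205.4 FPKM), an order that median-ratio, quantile and *alaS* scaling reverse, whereas the libraries of *arsH* overlap among the strains.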

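The results text and Fig. 5D give different locus tags for a pair of pilus genes. *AFE_0971* (AFE_RS04550, 890955 to 891521, a FimT/FimU pilus assembly protein) and *AFE_0970* (AFE_RS04545, 890470 to 890943, a prepilin-type protein) of Fig. 5D have pilus annotations, and they were used here with *cpaB* (AFE_RS12410, 2410674 to 2411645) and *pilB* (AFE_RS00855, 160451 to 162160). Of the pair in the text, *AFE_0090* is an HNH endonuclease (AFE_RS00445, 86308 to 86487) and *AFE_0091* matched no row. In the libraries labelled S-306, *cpaB* had an FPKM of 11.3 ± 1.90 (SD, n = 3) against 5.48 ± 0.860 in S-137 (log2 fold change 0.92, standard error 0.19, adjusted p = 0.00124 from limma), *AFE_0971* 17.8 ± 3.29 against 11.2 ± 0.871 (0.61, adjusted p = 0.0116), *pilB* 69.3 ± 6.88 against 46.8 ± 1.44 (0.55, adjusted p = 0.00173) and *AFE_0970* 14.3 ± 2.61 against 13.4 ± 3.17 (0.096, adjusted p = 0.674), all from limma. *AFE_0970* was at −0.15, −0.062 and −0.047 after median-ratio, quantile and *alaS* scaling, and the other 3 stayed above 0. Adjusted over all genes, 3 of the 4 were significantly higher, and adjusted over the list alone, also 3, while *AFE_0971* no longer passed without S-306 replicate 1. Over all genes, 1 passed under TPM scaling and 3 under each of the 3 others. *cpaB* reached the 2-fold limit without S-137 replicate 3 (1.02) and without S-306 replicate 3 (1.05).

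*AFE_0970* in the libraries labelled S-651 had 18.1 ± 4.04 FPKM (0.41, adjusted p = 0.103), *AFE_0971* 14.0 ± 3.47 (0.27, adjusted p = 0.279), *cpaB* 5.91 ± 1.61 (0.076, adjusted p = 0.792) and *pilB* 39.0 ± 8.04 (−0.27, adjusted p = 0.0993), all from limma. Thus 0 of the 4 passed over all genes and 0 adjusted over the list alone, with 1 higher (*AFE_0970*) and 1 lower (*pilB*) at an unadjusted p below 0.05 in limma. Without S-137 replicate 2 or without S-651 replicate 1, *AFE_0970* passed (0.58 and 0.56), and without S-651 replicate 3, *pilB* passed as lower (−0.43). Scaling to *alaS* turned *pilB* to 0.20 and made 3 of the 4 genes significantly higher, while the number was 0 under TPM scaling, and 1 gene was significantly lower after quantile scaling. The list mean was 0.54 ± 0.22 above S-137 in S-306 (9 of 9 pairs of libraries; exact permutation test, p = 0.1) and 0.12 ± 0.30 in S-651 (5 of 9 pairs; exact permutation test, p = 0.8), the latter −0.050 without S-651 replicate 3. S-306 was above S-651 by 0.42 (8 of 9 pairs; exact permutation test, p = 0.2), which scaling to *alaS* turned to −0.17, and 2 of the 4 genes, *pilB* (0.82) and *cpaB* (0.84), were significantly higher in S-306, over all genes and adjusted over the list alone, or 0 under *alaS* scaling and 2 under the 3 others. *AFE_0970* was lower in S-306 than in S-651 (−0.31, adjusted p = 0.148 in limma), significantly so after median-ratio, quantile and *alaS* scaling (to −0.91, with an adjusted p between 0.000666 and 0.88 over the alternatives).

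**Figure D6:**
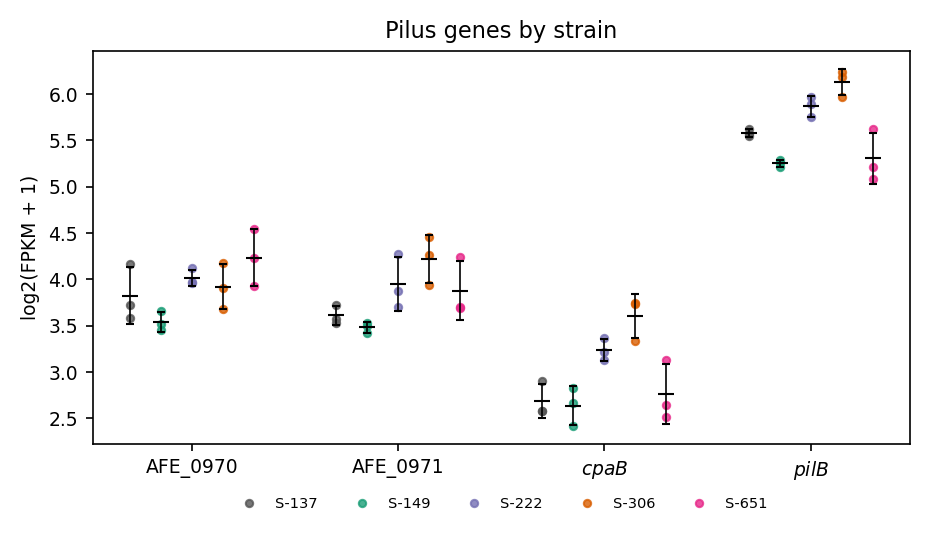
log2(FPKM + 1) of *AFE_0971*, *AFE_0970*, *cpaB* and *pilB* in the 5 strains as deposited, with the 3 libraries of a strain as points and dashes and bars for the mean ± SD. The mean of S-306 is the highest for all genes but *AFE_0970*, which is highest in S-651 (18.1 FPKM). By mean FPKM, median-ratio, quantile and *alaS* scaling place *AFE_0971* higher in S-651 than in S-306.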

Notably, pilus biosynthesis genes (*AFE_0091*, *AFE_0090*, *cpaB*, and *pilB*) were significantly upregulated in both S-306 and S-651 compared to the control strain S-137, with a more pronounced increase in S-306 (Fig. 5A and D). Consistently, qPCR results confirmed that the expression of these genes in S-306 was 1.4–1.8-fold higher than in S-651 (Fig. 5E). Since *A. ferrooxidans* colonizes solid surfaces through pili-mediated sliding, twitching motility, and adhesion (49), this upregulation likely facilitated its attachment to pyrite surface and subsequent biofilm formation. The stronger induction of pilus biosynthesis genes in S-306 compared to S-651 likely contributes to its ability to develop thicker biofilms on pyrite under arsenic-free conditions (Fig. 3A).

### Regulatory mechanisms of c-di-GMP on biofilm matrix, bioleaching performance, and arsenic resistance in *A. ferrooxidans*

Our results demonstrate that overexpressing the endogenous DGC genes *AFE_1373*, *AFE_0053*, and *AFE_1379* into *A. ferrooxidans* produced engineered strains S-222, S-306, and S-651, respectively. These strains exhibited similar growth kinetics under arsenic-free conditions but distinct, progressively elevated intracellular c-di-GMP levels (S-222 < S-306 < S-651). Compared with the control strain S-137, carrying the empty pYDT plasmid, the engineered strains generally formed thicker biofilms and exhibited higher bioleaching capabilities. However, the rates and extents of pyrite oxidation did not increase monotonically with elevated c-di-GMP levels. Under arsenic-free conditions, S-306, with the overexpressed *AFE_0053* gene and a moderate intracellular c-di-GMP concentration (306.3 ± 28.1 μg mg^−1^ protein), exhibited optimal biofilm formation and pyrite oxidation capability (Fig. 1 to 3). Its biofilms were enriched in *c*-Cyts (Fig. 4 and 5), which facilitates extracellular electron transfer from pyrite to intracellular electron transport carriers and reduces internal resistance of the biofilm. As an obligate autotroph, *A. ferrooxidans* relies on energy-intensive carbon fixation via the Calvin-Benson-Bassham (CBB) cycle (50, 51). The increased c-di-GMP levels in S-306 enhanced the *c*-Cyts content and electrical conductivity of its biofilm, which in turn promotes electron uptake from pyrite and energy supply to the CBB cycle. Additionally, upregulation of pilus genes induced by the overexpression of the *AFE_0053* gene (Fig. 5C and E) further facilitates bacterial colonization on pyrite surfaces, leading to the formation of thicker biofilms (Fig. 3) and the higher pyrite oxidation rates (Fig. 2B). The mechanism by which intracellular c-di-GMP promotes the synthesis of *c*-Cyts and pili in *A. ferrooxidans* remains unclear, likely due to its regulation through diverse effector proteins with distinct roles (52). Nevertheless, similar phenomena have been reported in other systems, where increased c-di-GMP levels stimulate the synthesis of c-Cyts involved in EET pathways of dissimilatory iron-reducing bacteria (*Shewanella* spp. and *Geobacter* spp.), thereby enhancing the electron transfer efficiency of biofilms (33, 53, 54). Likewise, c-di-GMP has been shown to regulate the assembly and function of type IV pili in diverse bacteria, such as *Myxococcus xanthus*, *Pseudomonas aeruginosa*, and *Clostridium difficile* (48).

In contrast, S-651, which harbors the highest intracellular c-di-GMP concentration, forms thinner biofilms and exhibits relatively lower bioleaching performance than S-306 under arsenic-free conditions. Overexpression of the *AFE_1373* gene increased the intracellular c-di-GMP concentration to 651.4 ± 15.5 μg mg^−1^ total protein, resulting in the upregulation of polysaccharide synthesis genes (Fig. 5C) and enhanced production of extracellular polysaccharides within the biofilm matrix (Fig. 3). 

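Of the 73 rows of the table whose description names polysaccharides, glycosyltransferases or nucleotide sugars, 62 were tested. In the libraries labelled S-651 their median log2 fold change against S-137 was −0.094, level with the median of all genes, and 28 of the 62 were above 0. In limma, neither camera (adjusted p = 0.699) nor fry (adjusted p = 0.589) called the set in S-651. In S-306 the median was 0.22, with 49 of the 62 above 0, and the set was not called by camera (adjusted p = 0.78), which compares with all other genes, but was by fry (adjusted p = 0.0343), which does not (both in limma). After median-ratio scaling, fry called the set as higher in S-651 than in S-137 (adjusted p = 1.14e-05, with 31 of the 62 above 0). This was not particular to S-651, as fry also called it as higher in S-149 (adjusted p = 1.01e-05, with 39 of the 62 above 0). It was called as lower in S-222 than in S-137 (adjusted p = 0.0143) and in S-306 than in S-651 (adjusted p = 4.29e-06, both from fry). The fry result of S-306 against S-137 turned to lower (adjusted p = 0.0611 in limma). Camera called none of these after median-ratio scaling. As deposited, single calls at both limits numbered 0 in S-651 and 3 in S-306 in limma.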

Although these polysaccharides promote bacterial attachment to pyrite surfaces and biofilm formation, they are non-conductive. The higher proportion of polysaccharides increases the internal resistance of biofilms (Fig. 4D), hindering electron uptake from pyrite to intracellular redox-active components of S-651 and thereby reducing its bioleaching performance and biofilm growth relative to S-306, which forms cytochrome-enriched biofilms.

However, in arsenic-contaminated systems, S-651 biofilms contained abundant exopolysaccharides, which served as an effective barrier against arsenic stress. These exopolysaccharides immobilized arsenic via adsorption (∼50% sequestration) and promoted scorodite precipitation, thereby reducing cellular arsenic toxicity and maintaining growth rates comparable to those under arsenic-free conditions (Fig. 1B). Although its bioleaching rate was moderately reduced to 0.61 ± 0.01 mM/day (a 37% decrease) compared to arsenic-free conditions, S-651 exhibited markedly superior arsenic resistance relative to other strains and achieved a similar extent of pyrite oxidation as in the absence of arsenic. In contrast, arsenic exposure caused a sharp decline in the proportion of viable cells in S-306 (Fig. S9), which severely impaired its metabolic activity and diminished its pyrite oxidation capability. These findings highlight a potential strategy to enhance *A. ferrooxidans* tolerance to heavy metal stress by elevating the relative abundance of extracellular exopolysaccharides in biofilms through c-di-GMP modulation.

Bacteria regulate intracellular c-di-GMP levels through the coordinated activities of DGCs and PDEs. Environmental cues, such as nutrient availability, oxidative stress, and host factors, regulate the expression or activity of DGCs and PDEs, thereby modulating c-di-GMP concentrations across critical thresholds. This dynamic control allows c-di-GMP to interact with effectors that possess different affinities, ultimately influencing physiological behaviors such as motility, attachment, and aggregation (55). However, this study shows that although both S-306 and S-651 exhibit elevated intracellular c-di-GMP levels and form thicker biofilms on pyrite compared with the control strain (S-137), the relative proportions of their biofilm components differ markedly. It is thus likely that, in both strains, c-di-GMP concentrations exceed the threshold required for the transition from motility to attachment and biofilm formation. Nevertheless, S-306 preferentially enhances the production of *c*-Cyts and pili, promoting pyrite oxidation and biofilm development, whereas S-651 favors exopolysaccharide production, leading to thicker biofilms with a greater capacity to sequester heavy metals. These results suggest that *A. ferrooxidans* may finely regulate intracellular c-di-GMP levels, even above the threshold required for biofilm formation, to adjust the relative proportions of polysaccharides and proteins within biofilms, thereby potentially enabling adaptation to varying environmental demands for iron oxidation and heavy metal resistance. However, the molecular mechanisms by which *A. ferrooxidans* precisely adjusts biofilm matrix composition through regulation of c-di-GMP levels remain to be elucidated and warrant further investigation.

### Conclusion

The findings of this study reveal that by modulating intracellular c-di-GMP levels through the introduction of different DGC genes, *A. ferrooxidans* can adjust the relative proportions of biofilm polysaccharides and proteins, enabling enhanced biofilm development, improved bioleaching performance, and increased tolerance to heavy metals such as arsenic (Fig. 6). This adaptive strategy probably enables *A. ferrooxidans* to persist as a dominant species under the fluctuating stressors of mining environments, such as variable heavy metal concentrations, intermittent nutrients, and sulfide oxidation-induced oxidative stress, and drive iron/sulfur cycling that shapes metal (im)mobilization. Practically, cytochrome-enriched biofilms, as in strain S-306, enhance extracellular electron transfer, improving bioleaching efficiency for metal recovery, particularly from low-grade sulfidic ores or tailings. In contrast, polysaccharide-rich biofilms, as observed in strain S-651, can effectively sequester dissolved metals, highlighting potential applications in the bioremediation of contaminated mine sites or industrial effluents. These insights further guide the development of scenario-tailored engineered strains: under heavy metal stress (a primary limiter of bioleaching performance via microbial growth inhibition), the focus should be on modifying genes for polysaccharide synthesis and heavy metal detoxification. In metal-free environments, bioleaching can be enhanced by overexpressing genes for EET-related c-Cyts and pilus biosynthesis. In future work, a single DGC placed under an inducible promoter could be used to titrate intracellular c-di-GMP and quantitatively relate c-di-GMP levels to biofilm matrix traits and bioleaching performance. Beyond bioleaching, these mechanisms can be further extended to other heavy metal-laden industrial applications mediated by *A. ferrooxidans*, such as recovery of precious metals from electronic waste, biorefining of spent batteries, and bioremediation of contaminated sites. Collectively, this work bridges microbial physiological regulation, environmental adaptation, and applied biotechnologies, providing a framework for advancing sustainable metal recovery and environmental remediation in mining and broader industrial contexts.

**Fig 6:**
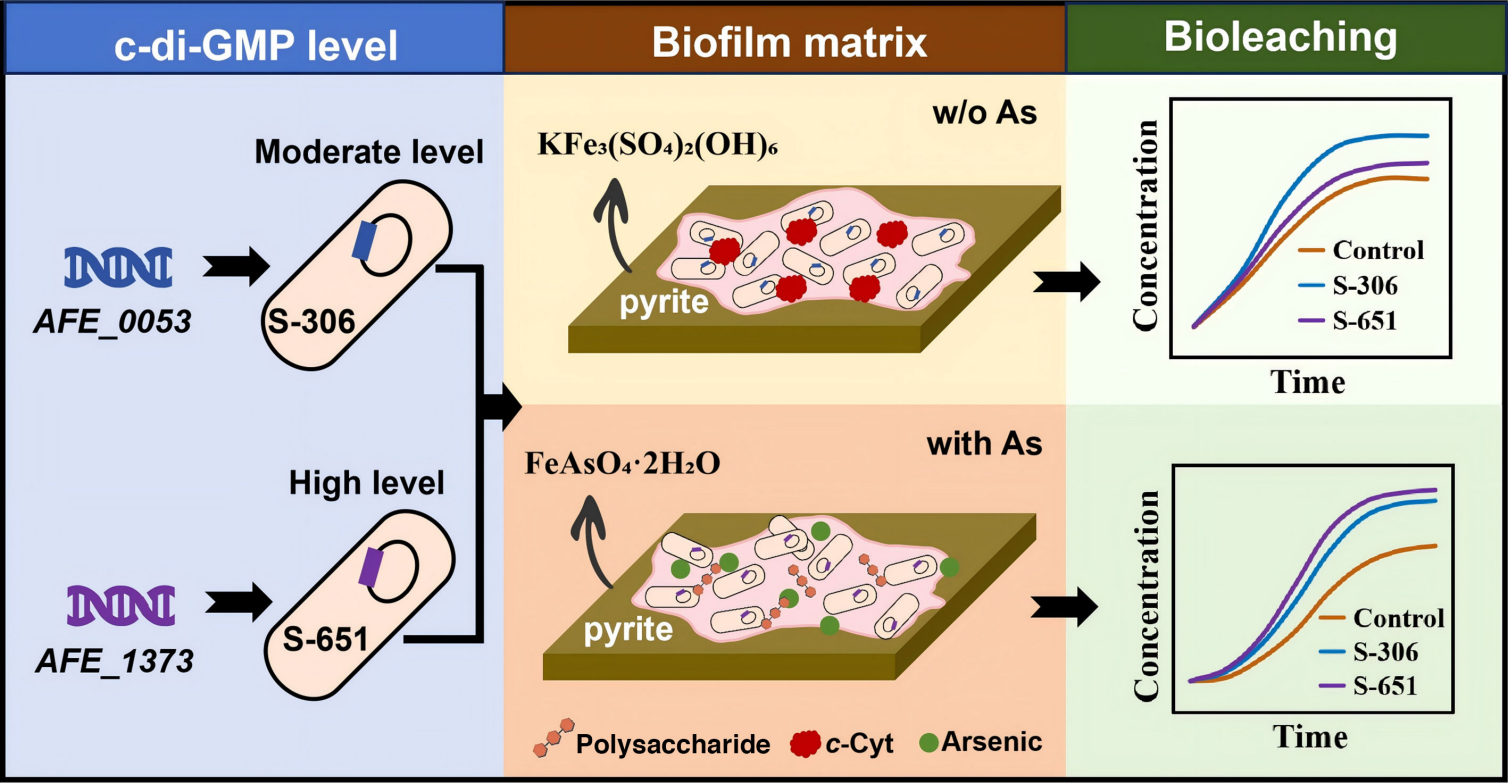
c-di-GMP–mediated modulation of biofilm matrix composition and pyrite bioleaching in engineered *A. ferrooxidans*. Strain S-306, engineered for moderate intracellular c-di-GMP levels (via *AFE_0053* expression), forms cytochrome-enriched biofilms that enhance pyrite oxidation under arsenic-free conditions. In contrast, strain S-651, engineered for high intracellular c-di-GMP levels (via *AFE_1373* expression), develops polysaccharide-rich biofilms that immobilize dissolved arsenic, providing enhanced arsenic resistance during bioleaching.

## Data Availability

The transcriptome data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE294636. The authors declare that all data supporting the findings of this study are available within the article and its supplemental material or from the corresponding author upon reasonable request.

# Supplementary material for: Biofilm engineering through c-di-GMP tuning boosts bioleaching efficiency and arsenic tolerance in Acidithiobacillus ferrooxidans
**Source:** Appl Environ Microbiol. 2026 Feb 18;92(3):e02288-25. doi: 10.1128/aem.02288-25
**Supplement:** Supplemental material — Supplemental methods, Fig. S1 to S14, and Tables S1 to S3.

Supplementary Information

**Biofilm Engineering Through c-di-GMP Tuning Boosts Bioleaching Efficiency and Arsenic Tolerance in *Acidithiobacillus ferrooxidans***

Xi Han^1^, Yidan Hu^2,^#, Yanbo Yue^2^, Yuefei Ding^1^, Bin Cao^3^, Liang Shi^2,4^, and Juan Liu^1,^#

| 24 Pages |
| --- |
| 4 Sections ………. Page S1-S6 |
| 14 Figures ……… Page S7-S20 |
| 3 Tables ……… Page S21-S23  References ………… Page S24 |

**Section S1. Construction of plasmid pYDT**

The pYYDT plasmid, a derivative of the pBBR vector series, is a Biobrick-compatible vactor that facilitates multiple gene assembly. pBBR-based plasmids can be replicated in *A. ferrooxidans*. Moreover, the retention of the mob gene from the broad-host-range plasmid pBBR1-MCS2 within pYYDT enables efficient conjugative transfer. However, the shared kanamycin resistance marker (KmR) between pYYDT and the donor *Escherichia coli* SM10 strain complicated the selection of transformants. To resolve this, we replaced the kanamycin resistance cassette with a streptomycin resistance gene (SmR) via homologous recombination. The resulting modified plasmid was designated pYDT. The stability of the pYDT vector in *A. ferrooxidans* was improved through a plasmid-host adaptation strategy (1). The copy number of the pYDT vector was determined using previously reported methodologies (2). In brief, the detection of both plasmid and chromosomal DNA from *A. ferrooxidans* was performed via quantitative polymerase chain reaction (qPCR) using two sets of primers specific for the *lacI* gene on the plasmid and for *alaS* on the chromosomal DNA, respectively. Given that both *lacI* and *alaS* are single-copy genes in pYDT and chromosomal DNA, the plasmid copy number can be calculated as the ratio of *lacI* copies to *alaS* copies. The copy number of the pYDT vector was found to be 52 ± 6 and 45 ± 1 (Fig. S14) before and after the bioleaching experiment lasting 45 days without antibiotics, respectively, indicating the relative stability of pYDT vector in *A. ferrooxidans*.

**Section S2.** **Quantification of ferrous ions, sulfate ions, and polysaccharides.**

Concentrations of ferrous ions were quantified using the ferrozine colorimetric method, following previous published procedures (3). Samples were collected at defined intervals using sterile syringes, immediately filtered through 0.22 μm polyethersulfone membranes (Millipore), and preserved in pre-acidified vials containing 0.5 M HCl to stabilize valence state. Dilutions were performed with 0.5 M HCl to ensure concentrations fell within the 1–100 μM calibration range. The ferrozine solution contained: 0.2 g/L ferrozine, 12 g/L HEPES, and 10 g/L hydroxylamine hydrochloride. For analysis, 38 μL of the sample was combined with 1.5 mL of the ferrozine solution in 1.5 mL tube, thoroughly mixed, and incubated for 10 minutes. Absorbance was measured at 562 nm against reagent blanks using a UV-2600i spectrophotometer (Shimadzu, Japan) with matched quartz cuvettes (1 cm pathlength). Iron ion concentrations were calculated from a daily-generated 5-point calibration curve (R² ≥ 0.99) prepared from certified FeSO₄·7H₂O standards (NIST-traceable, AccuStandard). Quality control included triplicate measurements and analysis of matrix blanks.

Sulfate concentrations were determined by ion chromatography (ICS-1100, Thermo Fisher Scientific, USA) (4). The mobile phase consisted of 4.5 mM Na₂CO₃ / 1.4 mM NaHCO₃ prepared in ultrapure water (18.2 MΩ·cm; Milli-Q), with an isocratic flow rate of 1.2 mL/min. Sample injections of 25 μL were performed using an AS-DV autosampler after 0.22 μm polyethersulfone membranes (Millipore) and appropriate dilution with ultrapure water to maintain concentrations within the 1–100 mg/L linear calibration range (R² ≥ 0.99). Quantification was performed by peak area comparison against potassium sulfate (K₂SO₄; certified reference material, Sigma-Aldrich) calibration standards.

**Section S3. Preparation of pyrite-coated glass slides and characterization of biofilms.**

Mineral-coated glass slides were prepared according to the protocol established previously (5). Briefly, sterile glass slides (area: 1.44 cm²) were first coated with a mixture of 7.5 g/L gelatin and 0.75 g/L potassium dichromate and then air-dried. Subsequently, 0.1 g of pretreated pyrite was resuspended in 100 μL of ultrapure water and evenly coated onto the prepared slides. Coated slides underwent overnight desiccation in an anaerobic chamber followed by UV sterilization (30 min per side) prior to transfer to 12-well plates containing 2 mL 9K medium (pH 2 ± 0.2, Table S3). *A. ferrooxidans* strains cultured in 9K medium (Table S3) supplemented with 1% (w/v) elemental sulfur for 7 days, then harvested, washed twice in sulfur-free 9K medium, and adjusted to OD₆₀₀ = 0.10 ± 0.01, were inoculated in the 12-well plates. The cultures were incubated at 30°C without shaking. The *A. ferrooxidans* cells formed biofilms on pyrite-coated glass slides.

### Biofilms formed on pyrite-coated glass slides were analyzed in terms of (i) total protein content, (ii) cell viability, (iii) exopolysaccharide content, and (iv) cytochrome content. (i) For total protein content quantification, slides collected at specific time points were incubated in 2 mL of 0.2 M NaOH at 98 ℃ for 2 h. Supernatants (50 μL) were mixed with acetone (200 μL), incubated at 4 ℃ for 1 hour, centrifuged at 20,000 ×g for 30 minutes. Then, the pellet was resuspended in 50 μL ultrapure water. Biomass was determined using a BCA protein assay kit (Thermo Fisher Scientific, USA). (ii) For cell viability, harvested slides were stained with the Live/Dead BacLight Bacterial Viability Kit (#L13152, Thermo Fisher Scientific, USA) for 20 minutes, rinsed twice with PBS. (iii) For exopolysaccharide contents, slides were stained with ConA-TRITC (#C860, Thermo Fisher) for 30 min to label exopolysaccharides, followed by PBS rinses. Stained slides were observed using a confocal laser scanning microscope (CLSM, TCS SP8, Leica, Germany), with optimized excitation/emission settings for SYTO 9 (488/550 nm), PI (535/617 nm), and ConA-TRITC (557/576 nm). The polysaccharide content within biofilms was quantified using a Phenol-Sulfuric Acid Assay Kit (Cat. No. ADS-W-TDX061-48, Jiangsu Aidisheng Biological Technology Co., Ltd., China). Briefly, 10 mg of lyophilized EPS powder was dissolved in 10 mL distilled water by heating at 95°C in a water bath until complete dissolution to prepare the polysaccharide test solution. Aliquots (100 μL) of this solution were transferred to 1.5 mL microcentrifuge tubes, followed by sequential addition of 50 μL Reagent One (phenol solution) and 250 μL concentrated sulfuric acid. After immediate vortex mixing, samples were incubated at 95°C for 30 min and subsequently cooled to room temperature for 15 min prior to analysis. Absorbance measurements were performed at 488 nm using a UV-Vis spectrophotometer (UV-2600i, Shimadzu, Japan). Polysaccharide concentrations were determined against a five-point calibration curve (R²≥ 0.99) generated with the kit-provided glucose standard, with all samples analyzed in technical triplicates. (iv) For cytochrome analysis, biofilms grown on the slides for 24 days were harvested, disrupted by ultrasonication on ice (5 min, JY92-IIN, Scientz, China), and centrifuged (12,000 rpm, 5 min). The supernatant was analyzed using UV-vis spectrophotometry (UV-2600i, Shimadzu, Japan) across 300 -700 nm to quantify cytochrome content.

**Section S4. EPS extraction and arsenic adsorption assays.**

To investigate the effects of EPS compositions in *A. ferrooxidans* biofilms on arsenic immobilization, EPS were extracted from stationary-phase bacterial cultures using an ethanol precipitation method (6). Cultures were centrifuged at 8,000 rpm and 4 ℃ for 10 minutes to collect the supernatant. This was mixed with three volumes of ice-cold ethanol, incubated at 4 ℃ for 24 hours, and centrifuged to collect EPS precipitates. The precipitates were resuspended in ultrapure water, dialyzed using 12 kDa cellulose membranes against ultrapure water for 24 hours, and lyophilized using freeze-dryer (FD-1A-50, Biocool, China). The resulting EPS powder was stored at -20 °C. For the arsenic adsorption experiments by EPS, 30 mg of lyophilized EPS powder was incubated in 10 mL of 9K medium with 5 mM NaAsO₂ at 30 °C for 24 hours, and solutions were collected before and after incubation, filtered through 0.22 μm filters, and analyzed for arsenic speciation and concentration using high-performance liquid chromatography coupled with inductively coupled plasma mass spectrometry (HPLC-ICP-MS) (1260 HPLC + 7850 ICP-MS, Agilent, USA). Total run time for each sample was 4.5 min, with arsenate and arsenite eluting at retention times of 1.9 minutes and 2.5 minutes, respectively.

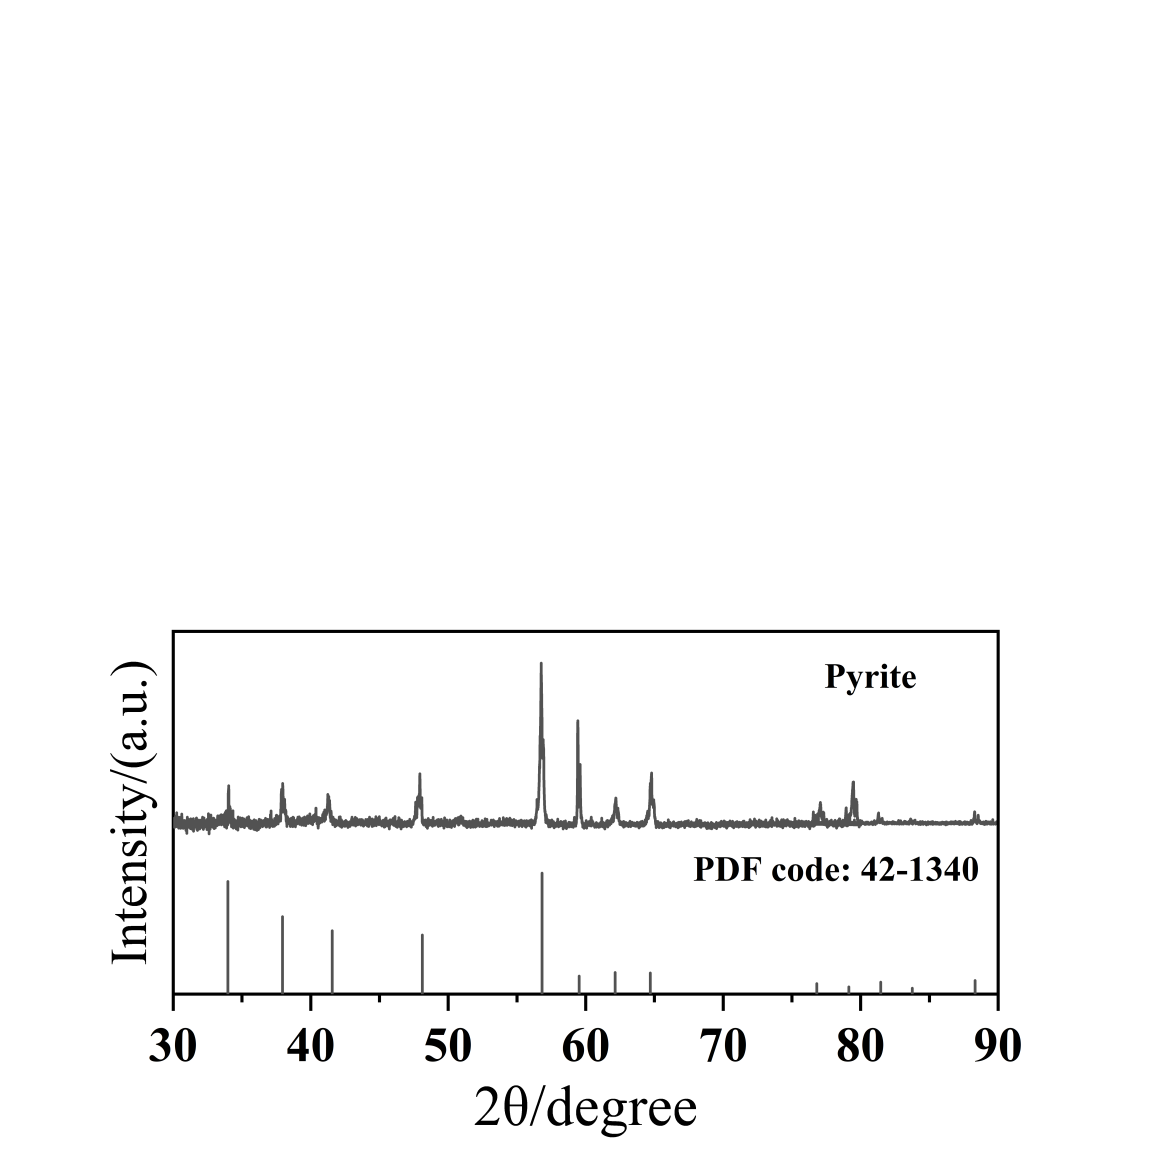

**Figure S1** XRD patterns of pyrite ore used in this study. The insert at the bottom demonstrates the standard XRD patterns of pyrite (PDF code: 42-1340).

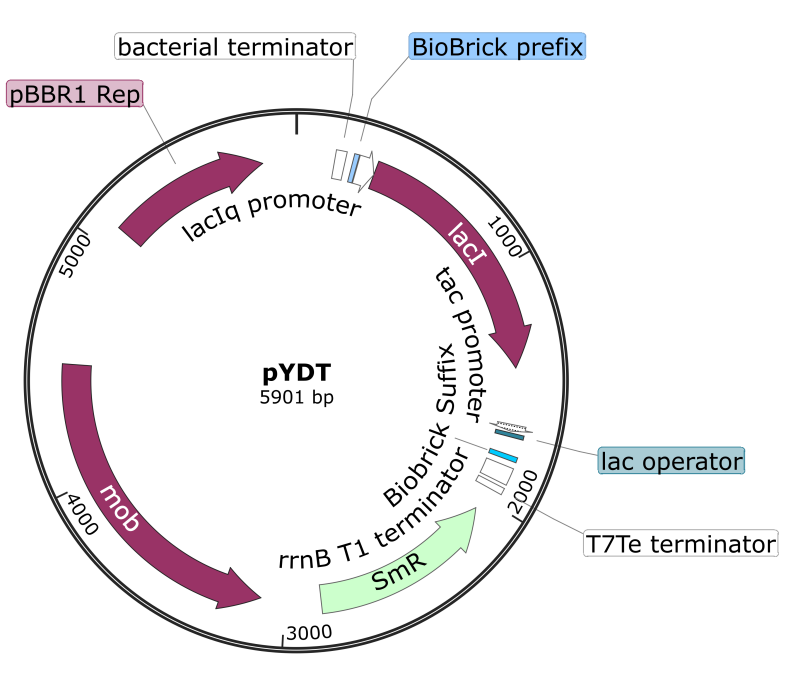

**Figure S2** Plasmid map of pYDT.

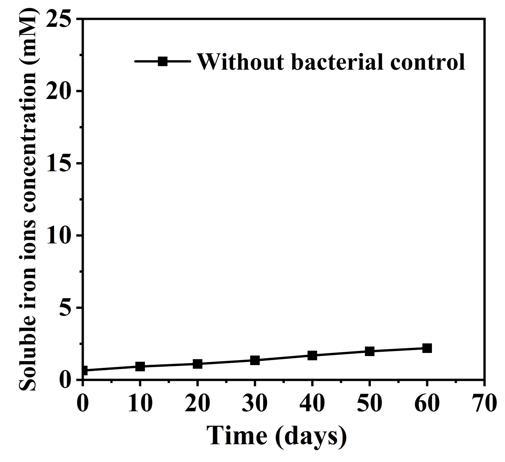

**Figure S3** Time course of iron ion release from pyrite (5 g in 50 mL suspension) in the sterile control group, with only a minimal amount of dissolved iron ions (~ 2.5 mM) released over 60 days.

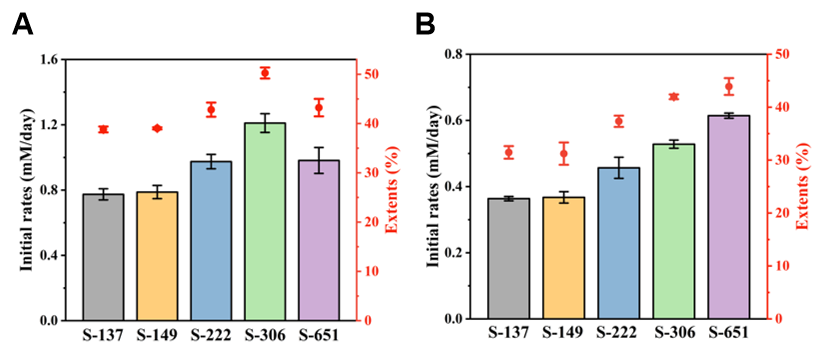

**Figure S4** Corresponding bioleaching parameters: iron release rates during the exponential phases (columns) and bioleaching extent (spots) under arsenic-free (A) and arsenic-stressed (B) conditions. Data are represented as mean values ± standard deviation (SD) (n = 3 independent replicates).

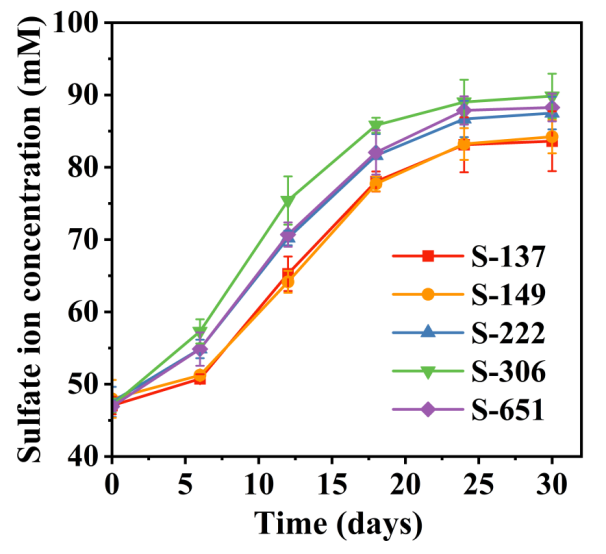

**Figure S5** Release kinetics of sulfate ions during microbial pyrite oxidation experiments by different strains under arsenic-free conditions (n = 3 independent samples).

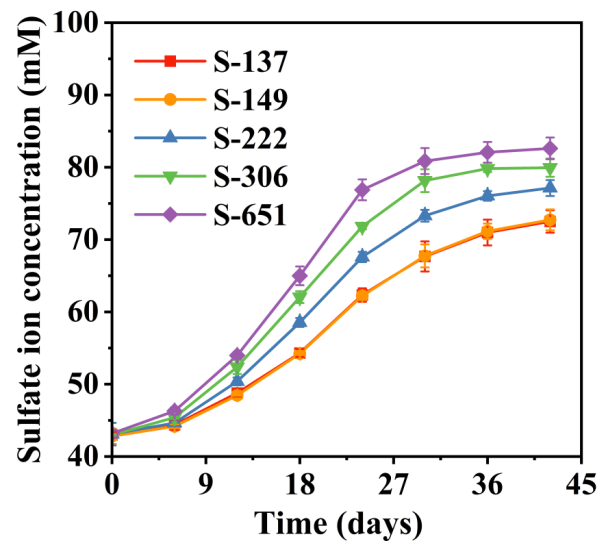

**Figure S****6** Release kinetics of sulfate ions during microbial pyrite oxidation experiments by different strains under arsenic-stressed conditions (n = 3 independent samples).

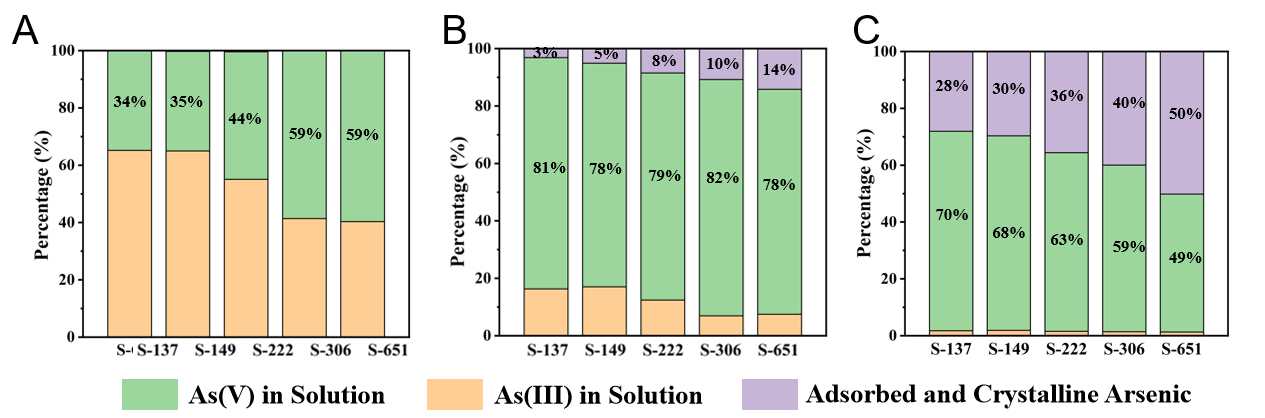

**Figure S7** Relative proportions of dissolved As(V) (green), and dissolved As(III) (yellow), and arsenic associated with solid products (purple) during arsenic-stressed bioleaching experiments: (A) day 6, (B) day 24, and (C) day 42.

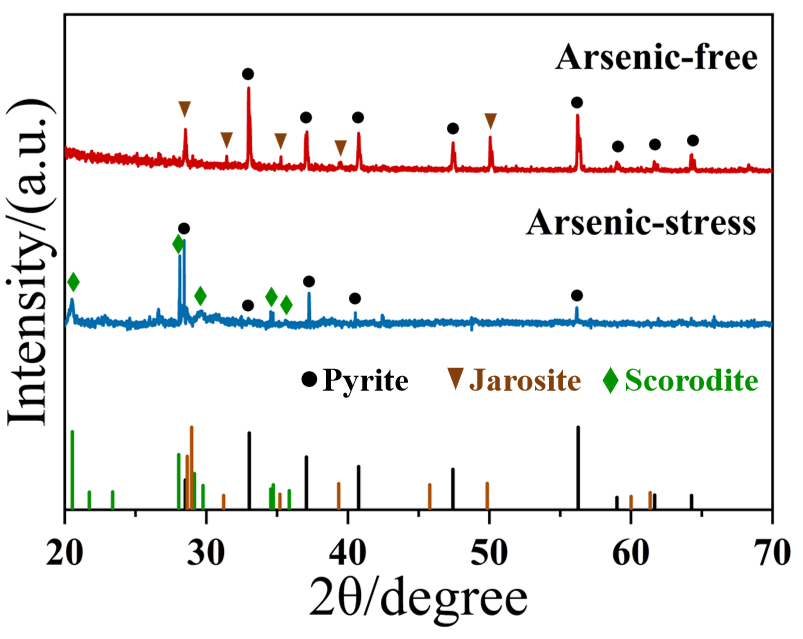

**Figure S8** XRD patterns of end-products from bioleaching experiments: top pattern (under arsenic-free conditions, regular powder XRD) and middle pattern (under arsenic-stressed conditions, synchrotron-based XRD). The insert at the bottom demonstrates the standard XRD patterns of pyrite (FeS₂, black spheres), jarosite (KFe₃(SO₄)₂(OH)₆, brown triangles), and scorodite ( FeAsO₄·2H₂O, green diamonds).

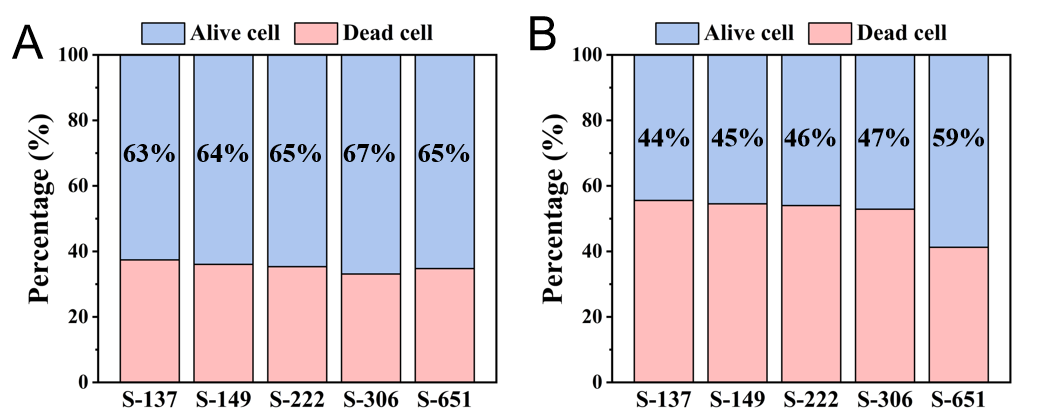

**Figure S9** Relative proportions of alive (blue) and dead (red) cells in biofilms of different strains formed on pyrite after bioleaching experiments under arsenic-free (A) and arsenic-stressed (B) conditions, derived from the corresponding representative CLSM images of biofilms (Fig. 2).

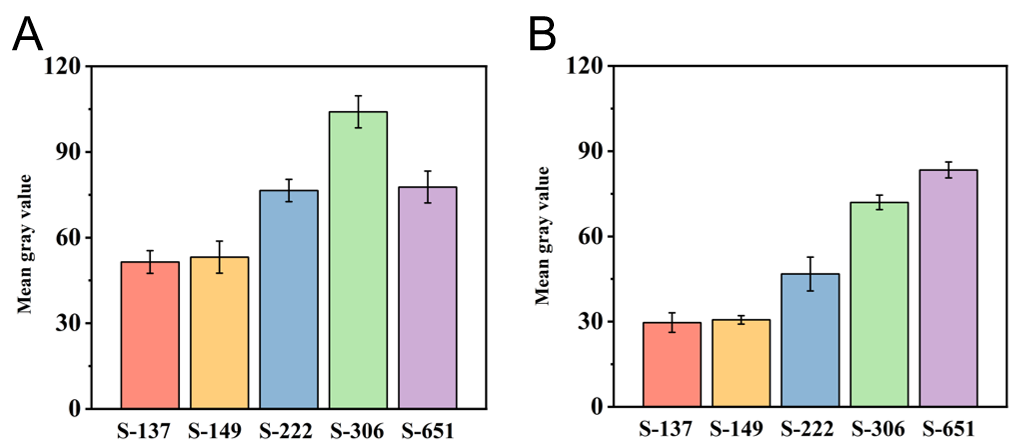

**Figure S10** Semi - quantitative analysis of biofilm biomass via mean gray value in live-cell CLSM images (Fig. 2) of the engineered strain biofilms formed on pyrite, under arsenic - free (A) and arsenic - stressed (B) conditions (ImageJ, n = 3).

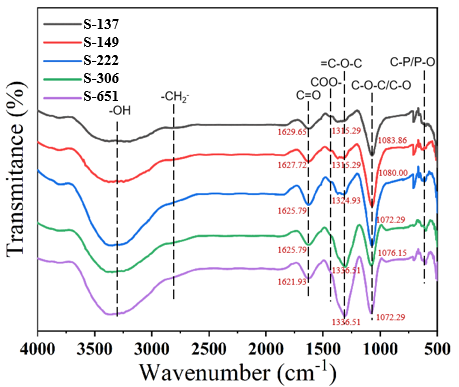

**Figure S11** FTIR spectra of biofilms from different strains on pyrite surfaces after arsenic-stressed bioleaching experiments.

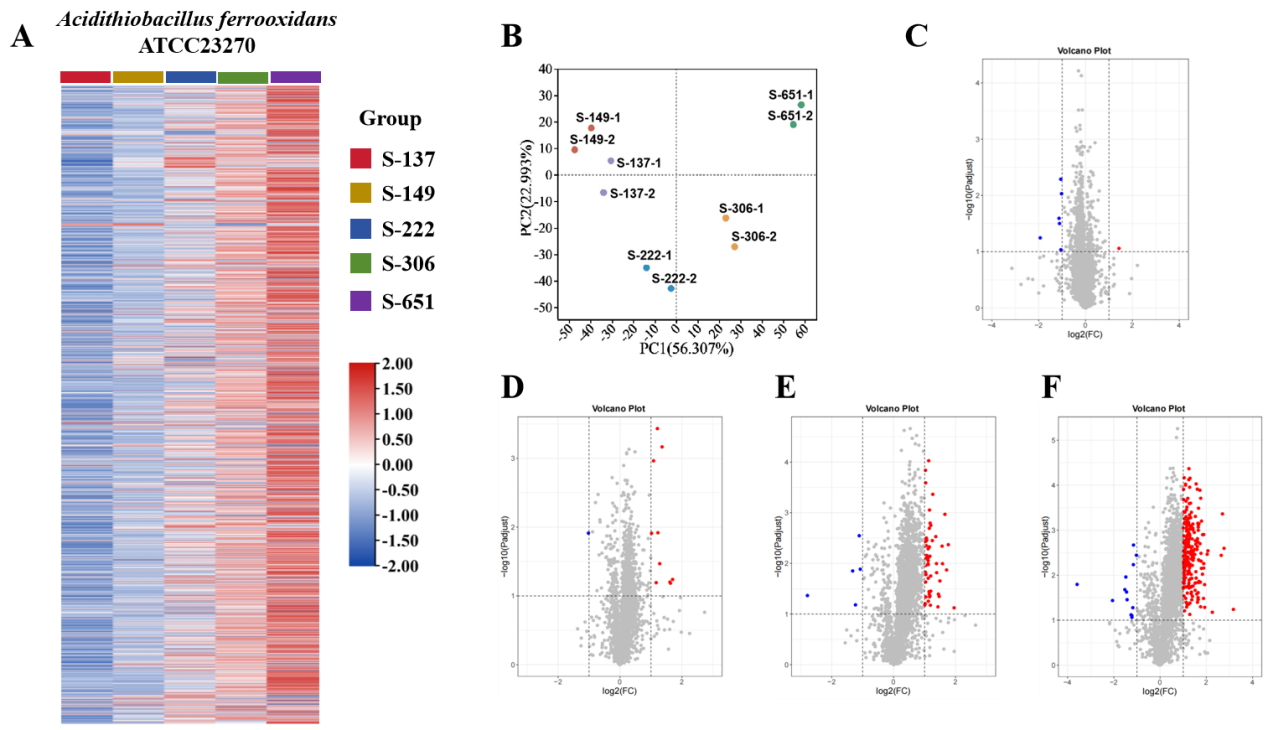

**Fig. S12** (A)Heatmap showing all genes in biofilm cells of strains S-137, S-149, S-222, S-306 and S-651. (B) Multidimensional scaling plot depicting distinct gene expression profiles of strains S-137 (control, empty vector), S-149, S-222, S-306, and S-651. (C–F) Volcano plots comparing different engineered strains to the control strain S-137: (C) S-149, (D) S-222, (E) S-306, and (F) S-651. All cells were collected after arsenic-stressed experiments.

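The strongest called changes among genes whose 3 libraries did not overlap those of S-137 are given for each volcano plot, apart from S-651. In S-149 the largest fall was of AFE_RS16455 (144 bp, 1224245 to 1224388), with 3.10 ± 3.74 FPKM (SD, n = 3) against 16.5 ± 2.49 (log2 fold change −2.57, adjusted p = 0.0284 from limma), a call lost without S-137 replicate 2 or 3 and without S-149 replicate 1 or 3. It was followed by AFE_RS02605 (219 bp, 492431 to 492649) at −1.38 (adjusted p = 5.45e-06 from limma) and AFE_RS16235 (270 bp, 2465076 to 2465345) at −1.25 (adjusted p = 0.024 from limma), the latter lost without S-137 replicate 2 or 3 and without S-149 replicate 2 or 3. In S-222 the largest rises were of the pseudogene AFE_RS17045 (1.63, adjusted p = 0.0141), AFE_RS08615 (1615762 to 1615953; 26655 ± 1638 FPKM against 11387 ± 1008; 1.23, adjusted p = 1.27e-05) and *mdoH* (879591 to 881669, a glucans biosynthesis glucosyltransferase; 64.3 ± 1.12 against 29.1 ± 2.55; 1.12, adjusted p = 1.27e-05), all from limma. AFE_RS17045 was not called in S-222 without S-137 replicate 1 or without S-222 replicate 3, *mdoH* was called under none of the 4 other scalings and AFE_RS08615 under 2 of them. The only called fall in S-222 was of *glcE* (1436521 to 1437624, −1.06, adjusted p = 2.6e-05 from limma).

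In S-306 the largest rises were of AFE_RS17045 (82.1 ± 15.2 FPKM against 16.3 ± 5.22; log2 fold change 2.29, adjusted p = 0.000718 from limma), AFE_RS14310 (2807385 to 2809151, a sulfite reductase flavoprotein subunit; 77.2 ± 5.60 against 18.7 ± 1.45; 1.99, adjusted p = 8.49e-09 from limma) and AFE_RS00475 (89671 to 90102; 7869 ± 1115 against 2373 ± 324; 1.73, adjusted p = 3.58e-06 from limma). They were called under all 4 other scalings and with any 1 library left out. The largest falls were of AFE_RS16250 (2554596 to 2555012, −2.37), novel0017 (−2.04) and sRNA0086 (−1.40). Each was called under all 4 other scalings and in 18 of 19 alternatives. The smallest fall of AFE_RS16250 over the alternatives was −0.79. The highest adjusted p over them was 0.059 for novel0017 and 0.0736 for sRNA0086 in limma.

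In S-306 compared directly with S-651, the largest rises were of AFE_RS02605 (428.5 ± 33.7 FPKM against 75.9 ± 14.4, SD, n = 3; log2 fold change 2.49, adjusted p = 1.56e-09), AFE_RS17045 (2.38, adjusted p = 0.000406) and AFE_RS14310 (2.32, adjusted p = 1.04e-09), and the largest falls of the pseudogene AFE_RS13475 (2.14 ± 0.384 against 8.38 ± 1.33; −1.58, adjusted p = 0.00138), AFE_RS16250 (0.83 ± 0.08 against 5.23 ± 5.21; −1.46, adjusted p = 0.00852) and novel0016 (1860665 to 1860855; −1.24, adjusted p = 6.71e-07), all from limma. All 6 were called under the 4 other scalings. AFE_RS16250 was not called without S-651 replicate 1 (−0.81) or with only the 2 strains, nor were AFE_RS16250 and AFE_RS13475 with a pseudocount of 10 (−0.44 and −0.60).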

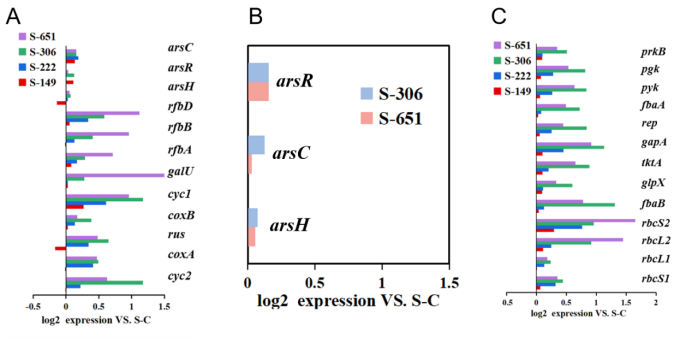

**Figure S13** Expression levels of arsenic resistance - encoding genes (*arsR*, *arsC*, and *arsH*) in engineered strains (S – 306 and S - 651) relative to control strain S - 137, showing no significant differences.

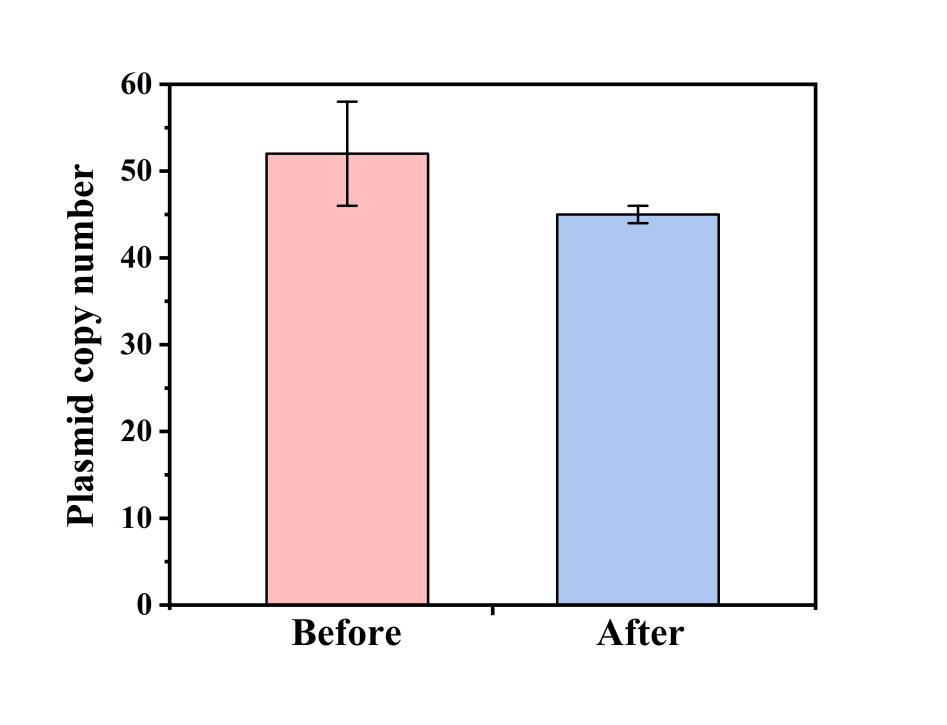

**Figure S14** The copy number of the pYDT vector before and after the bioleaching experiment lasting 45 days without antibiotics, respectively.

**Table S1 Strains and plasmids used in this study.**

| **Strain or plasmid** | **Description** | **Source** |
| --- | --- | --- |
| **Strains** | | |
| ***Escherichia coli*** | | |
| SM10 | Routine cloning host | Lab stock |
| ***Acidithiobacillus ferrooxidans* ATCC 23270** | |  |
| *A. ferrooxidans* | Wild type (WT) | Lab stock |
| S-137 | WT *A. ferrooxidans* carrying the empty vector pYDT | This study |
| S-149 | WT *A. ferrooxidans* carrying c-di-GMP synthase-encoding plasmid pYedQ | This study |
| S-222 | WT *A. ferrooxidans* carrying c-di-GMP synthase-encoding plasmid p1379 | This study |
| S-306 | WT *A. ferrooxidans* carrying c-di-GMP synthase-encoding plasmid p0053 | This study |
| S-651 | WT *A. ferrooxidan*s carrying c-di-GMP synthase-encoding plasmid p1373 | This study |
| **Plasmids** |  |  |
| pYDT | SmR; *oriV*(pBBR1), P*tac* | This study |
| pYedQ | Overexpress *yedQ* gene | This study |
| p1379 | Overexpress AFE-1379 gene | This study |
| p0053 | Overexpress AFE-0053 gene | This study |
| p1373 | Overexpress AFE-1373 gene | This study |

**Table S2 Primers used in this study.**

| **Primer** | **Sequence (5’ to 3’)** | **Usage** |
| --- | --- | --- |
| YedQ-F | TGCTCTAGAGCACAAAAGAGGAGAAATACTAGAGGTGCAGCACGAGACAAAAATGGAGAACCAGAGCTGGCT | Clone *yedQ* gene |
| YedQ-R | CGGCCGCTGCAGGTGCA | Clone *yedQ* gene |
| 1379-F | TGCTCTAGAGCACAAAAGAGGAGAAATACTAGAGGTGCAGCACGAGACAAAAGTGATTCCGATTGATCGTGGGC | Clone *AFE-1379* gene |
| 1379-R | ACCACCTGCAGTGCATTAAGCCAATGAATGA | Clone *AFE-1379* gene |
| 0053-F | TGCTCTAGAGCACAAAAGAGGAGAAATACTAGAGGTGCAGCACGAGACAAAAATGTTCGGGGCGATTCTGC | Clone *AFE-0053* gene |
| 0053-R | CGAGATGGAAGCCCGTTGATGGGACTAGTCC | Clone *AFE-0053* gene |
| 1373-F | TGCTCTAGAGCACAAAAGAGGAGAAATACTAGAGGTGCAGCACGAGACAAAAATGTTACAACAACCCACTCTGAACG | Clone *AFE-1373* gene |
| 1373-R | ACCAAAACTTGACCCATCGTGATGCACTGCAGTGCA | Clone *AFE-1373* gene |
| YD-F | GCCTCAGGCATTTGAGAAGCACA | pYDT sequence |
| YD-R2 | TTGACGAGTTCTTCTGAGCG | pYDT sequence |
| AlaS-F | CCATTGCGGATCTTGCAGC | *alaS*-qPCR |
| AlaS-R | CGGGCGATATCAGCGGTT | *alaS*-qPCR |
| GalU-F | GGGCTTTTCGACGATGCC | *galU*-qPCR |
| GalU-R | TCGGCGTCGAAGAAATCC | *galU*-qPCR |
| RfbA-F | ATCCGACTGCCACTTCCGTC | *rfbA*-qPCR |
| RfbA-R | AGTTCGATGCCGACCACCA | *rfbA*-qPCR |
| RfbB-F | CCGGCAATGGTCTTCCACA | *rfbB*-qPCR |
| RfbB-R | TCCCGAGAAACTGATTCCCC | *rfbB*-qPCR |
| Cyc2-F | GGGTAACCAGCACCTGCTGA | *cyc2*-qPCR |
| Cyc2-R | GAATACCACACCGGATTGGC | *cyc2*-qPCR |
| Rus-F | GACCGAATCCCTTGTTGGTG | *rus*-qPCR |
| Rus-R | CTCCCGGGATTTCCATTTC | *rus*-qPCR |
| CoxA-F | GAATCTCCAGCCATATGGCAA | *coxA*-qPCR |
| CoxA-R | CATTTTTACACCGGCCCCAC | *coxA*-qPCR |

**Table S3** **Components and their concentrations in 9K Medium (pH adjusted to 2.0 ± 0.2 with 3 M sulfuric acid)**

| **Component** | **Concentration** |
| --- | --- |
| (NH_4_)_2_SO_4_ | 3 g/L |
| K_2_HPO_4_ | 0.5 g/L |
| MgSO_4_∙7H_2_O | 0.5 g/L |
| KCl | 0.1 g/L |
| Ca(NO_3_)_2_ | 0.01 g/L |

**References：**

1. Gelder LD, Williams JJ, Ponciano JM, Sota M, Top EM. 2008. Adaptive plasmid evolution results in host-range expansion of a broad-host-range plasmid. Genetics 178:2179-90.

2. Lee C, Kim J, Shin SG, Hwang S. 2006. Absolute and relative QPCR quantification of plasmid copy number in *Escherichia coli*. Journal of Biotechnology 123:273-280.

3. Stookey LL. 1970. Ferrozine---a new spectrophotometric reagent for iron. Analytical Chemistry 42:779-781.

4. Zhong C, Ren Y, Guo YY, Lu A, Liu J. 2024. Photoelectron-promoted sulfate reduction for heavy metal removal without organic carbon addition. Environmental Science & Technology 58:21680-21691.

5. Cai P, Huang Q, Walker SL. 2013. Deposition and survival of *Escherichia coli* O157:H7 on clay minerals in a parallel plate flow system. Environmental Science & Technology 47:1896-1903.

6. Zhang J, Zhou F, Liu Y, Huang F, Zhang C. 2020. Effect of extracellular polymeric substances on arsenic accumulation in *Chlorella pyrenoidosa*. Science of The Total Environment 704:135368.

How the deposited data were processed for this re-analysis (not part of the article)

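RNA from biofilm cells on pyrite was sequenced by the authors for 5 strains with 3 libraries each, and the libraries were grouped by the strain on their labels. The authors deposited one table of FPKM values, with one column per library and one row per reference gene, sRNA or added transcript. Per the methods, rRNA-depleted libraries were sequenced on a NovaSeq XPlus and mapped with Hisat2 to a reference genome of the species. The extraction and library kits named in the sample records differ from those in the methods. The program used for counting, its annotation and its settings are not given in the sources used here, and no scaling between libraries is stated beyond FPKM. Start and end positions in base pairs (bp) are annotation columns of the table, and gene descriptions and older locus tags were taken from the NCBI gene table of assembly ASM2148v1, with which 3007 of 3012 reference gene rows matched by locus tag, 97.3% of these with the same start and end. The table thus follows the annotation of that assembly. The reference accession printed in the methods was not compared with it.

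The table holds no fragment counts. Their number per library was estimated from rows of at least 500 bp with an FPKM of at most 2.5 and at most 25 fragments, as the step at which FPKM times an effective length falls on whole numbers within 0.1. The effective length was the row length minus 194 to 204 bp (median 198 bp), and between 42 and 56 low values were used per library. The estimate, in units of 1e+06 fragments, was 9.68 to 12.88 with a median of 11.09. Rows with a low FPKM rest on few fragments, and the tests were limited to rows with a mean FPKM of at least 1.

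All tests used log2(FPKM + 1). One linear model with the 5 strains and no covariate was fitted to the 15 libraries with limma 3.58.1 (trend = TRUE) in R 4.3.3, which left 10 residual degrees of freedom. Contrasts were each engineered strain against S-137, and S-306 against S-651. P-values were adjusted by the Benjamini-Hochberg method over the 2647 rows tested, or over the genes of a list where this is said. Calls required an adjusted p below 0.05 and a change of at least 2-fold. The results text of the paper states a negative binomial test, which needs counts, so limma was used on the FPKM values. The lists of cytochrome, exopolysaccharide, pilus and arsenic resistance genes are the paper's, chosen by the study on these samples, so that a test on them is not independent evidence. The mean log2 value of a list in each library, and the median of all tested genes, were compared between strains by exact permutation tests over the 3 against 3 libraries. The separation of the strains was tested by the between-strain share of the sum of squares over all 1401400 partitions of 15 libraries into 5 groups of 3. Gene sets were formed from the row descriptions (cytochromes, pilus, polysaccharides, arsenic, mobile elements, carbon fixation, c-di-GMP and ribosomal proteins) and tested with camera and fry of limma, adjusted over 40 tests (8 sets in 5 comparisons).

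The text names every gene that the paper names for the transcriptome or the qPCR, the DGC genes, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among the called genes whose libraries do not overlap between the groups. The limma calls, the medians of all genes, the list means and the named genes were repeated with median-ratio, TPM, quantile and *alaS* scaling, with pseudocounts of 0.1 and 10, with no filter and with a mean FPKM of at least 10, with only the 2 strains of a comparison, with limma without trend, with the replicate number as a block, with replicates 1 and 2 only, without each library in turn and, for the calls, with other limits. The gene sets had these alternatives except limma without trend. The strain separation had the scalings, pseudocounts, filters, omitted libraries and z scores per gene. Exact permutation tests of list means and medians were made on the deposited values alone, and the number of detected genes had 2 other definitions. Scaling by the fragments outside 3 abundant rows and the restriction to located rows of at least 300 bp were added after the data were seen.

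The limma and gene set steps were tested on simulated data. Of 200 changed genes among 2647, 99.5% were recovered at an adjusted p below 0.05 for S-149 against S-137, 100% for S-222, 98.5% for S-306 and 99.5% for S-651, and 98% for S-306 against S-651. Unchanged genes made up 2.9%, 4.8%, 5.3%, 3.9% and 3.4% of the significant genes in these comparisons, and 0 unchanged genes were called at both limits. For S-306 against S-137, a set of 25 genes raised by 0.5 had a camera p of 4.42e-58 and an unchanged set of 25 genes a camera p of 0.969 in limma. Correlations of changes that share control libraries were set beside 200 simulations of unchanged strains. These drew the control anew and the noise independently for each gene, so real libraries can vary together more than they allow. Permutations, distances, principal components and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The qPCR, imaging and leaching data of the paper were not analysed here.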

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

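The 8 results of this part are the called genes with the largest rises above S-137 among genes that the paper does not discuss. They come from the rule for named genes set before the data were examined, while the tests of the scaling were chosen after the rises had been seen. All 3 libraries of the strain lay above those of S-137 for each of the 8, by the rule that chose them. The strains differ in the overexpressed gene and in c-di-GMP, which stays among the open explanations, as untested.

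In the libraries labelled S-306, AFE_RS17045, a pseudogene without a location, rose by a log2 fold change of 2.29 (adjusted p = 0.000718 in limma), AFE_RS14310, a sulfite reductase flavoprotein subunit, by 1.99 (adjusted p = 8.49e-09), and AFE_RS00475, a hypothetical protein, by 1.73 (adjusted p = 3.58e-06). Library scaling alone as the cause is argued against, because each gene was called under all 4 other scalings, with lowest log2 fold changes of 2.03, 1.73 and 1.46. Each was also called with any 1 library left out. The number of fragments estimated per library overlapped between the strains. Reads shared with copies of AFE_RS17045 were not tested and stay open for that pseudogene.

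In S-222, AFE_RS17045 rose by 1.63 (adjusted p = 0.0141 in limma), AFE_RS08615, a hypothetical protein of 192 bp, by 1.23 (adjusted p = 1.27e-05), and *mdoH*, a glucosyltransferase of glucan synthesis, by 1.12 (adjusted p = 1.27e-05). The scaling stays open as an explanation of these calls. AFE_RS17045 was past 2-fold under all 4 other scalings, with a lowest value of 1.43, and called under 3 of them. Apart from the scaling, it was not called without S-137 replicate 1 (1.48), without S-222 replicate 3 (1.50) or with replicates 1 and 2 only. AFE_RS08615 was called under 2 of the 4, with a lowest value of 0.467. *mdoH* was called under 0 of the 4 in limma, with a lowest value of 0.918, nor with a pseudocount of 10, so its distance from the 2-fold limit cannot be told apart from a shift of the whole library. All 3 genes were above 0 under each scaling. AFE_RS08615 and *mdoH* were also called in S-306, at 1.20 and 1.14.

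In S-651, AFE_RS09215, a membrane protein, rose by 1.37 (adjusted p = 0.000603 in limma) and AFE_RS11915, a TusA family sulfurtransferase of 231 bp, by 1.24 (adjusted p = 0.0075). AFE_RS09215 was called under all 4 other scalings, with a lowest value of 1.31, and with any 1 library left out, which argues against library scaling as the whole cause. Below the fold limit, it was also higher in S-149 (0.84, adjusted p = 0.0236), whose c-di-GMP the paper finds similar to that of S-137. It was higher in S-306 as well (0.46, adjusted p = 0.0484) and not in S-222 (−0.17, adjusted p = 0.519, all from limma). AFE_RS11915 was past 2-fold under all 4, from 1.20 to 1.72, but it was called under 3 of the 4, because under TPM scaling its adjusted p passed 0.05 (0.000345 to 0.0886 over the alternatives). Its lowest value lies above the 2-fold limit by less than its standard error of 0.283, so the scaling stays open for the call. Apart from the scaling, the call was lost without S-137 replicate 3 (0.97) and without S-651 replicate 3 (0.90), with replicates 1 and 2 only (0.64) and with only the 2 strains, so it rests on single libraries. It was also called in S-306, at 1.63.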

How the results depend on the processing

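The alternatives were set before the data were examined, except for the scaling by the fragments outside the rows of *hslO*, AFE_RS01020 and novel0003 and the restriction to located rows of at least 300 bp. The negative binomial count test foreseen for a table of counts was not run, because the table holds FPKM. Where no reason is given for a change, the cause was not tested. TPM scaling widens the spread of S-137, because 2 abundant sRNA rows are at 0 in its replicate 1, so calls lost under it may reflect that.

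The number of called genes in S-149 (7) was 12 at an unadjusted p below 0.05 with the fold limit (1 higher, 11 lower), 137 with no fold limit and 3 with rows of at least 300 bp, where fewer genes are tested. In S-222 (13) it was 708 with no fold limit, 5 after median-ratio, quantile or *alaS* scaling (3 higher, 2 lower each), 1 after TPM scaling (0 higher, 1 lower), 3 with a pseudocount of 10, 7 with scaling outside the 3 rows and 8 with rows of at least 300 bp. In S-306 (119) it was 1361 with no fold limit, 72 after median-ratio scaling (38 higher, 34 lower) and 70 after quantile scaling (42 higher, 28 lower), and *alaS* scaling kept it at 82 (59 higher, 23 lower). In S-651 (22) it was 704 with no fold limit, 14 after quantile scaling (5 higher, 9 lower), 68 after *alaS* scaling (66 higher, 2 lower), 13 with a pseudocount of 10, 10 with only the 2 strains in the fit and 6 with rows of at least 300 bp. Median-ratio scaling gave 17 (5 higher, 12 lower). For S-306 against S-651 (112) it was 1562 with no fold limit, 53 after median-ratio (33 higher, 20 lower) and quantile scaling (34 higher, 19 lower), 67 after *alaS* scaling (10 higher, 57 lower), 62 with a pseudocount of 10 and 219 with replicates 1 and 2 only. With 1 library left out, the counts were 5 to 9 in S-149, 9 to 16 in S-222, 95 to 169 in S-306, 10 to 38 in S-651 and 86 to 179 for S-306 against S-651. The count of S-651 was 38 without S-137 replicate 1, 35 without S-651 replicate 1 and 10 without S-137 replicate 3, and that of S-306 against S-651 was 179 without S-651 replicate 3.

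The median log2 fold change of all genes follows the scaling by construction. In S-149 (−0.13) it was 0.00096 after median-ratio and 0.0044 after quantile scaling and reversed to 0.22 after *alaS* scaling. In S-222 (0.18) it was −0.0080, −0.0054 and −0.018 after these scalings and 0.025 after TPM scaling. In S-306 (0.24) it was −0.011, −0.013 and 0.091, and 0.33 with replicates 1 and 2 only and 0.15 with scaling outside the 3 rows. In S-651 (−0.094) it was 0.38 after *alaS* scaling. For S-306 against S-651 (0.34) it was −0.011 and −0.012 after median-ratio and quantile scaling and reversed to −0.28 after *alaS* scaling. With 1 library left out it stayed on its side of 0, from −0.15 to −0.094 in S-149, 0.16 to 0.23 in S-222, 0.22 to 0.29 in S-306, −0.19 to −0.042 in S-651 and 0.28 to 0.44 for S-306 against S-651.

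For the list means, median-ratio, quantile and *alaS* scaling gave 0.31, 0.35 and 0.037 for the cytochrome genes in S-306 against S-651, 0.085, 0.13 and 0.20 in S-306 against S-137, and *alaS* scaling 0.16 in S-651 against S-137. For the polysaccharide genes they gave −0.041, −0.018 and 0.23 in S-651 against S-306, median-ratio and quantile scaling 0.43 and 0.38 in S-306 against S-137, and *alaS* scaling 0.77 in S-651. For the pilus genes they gave 0.083, 0.096 and −0.17 in S-306 against S-651, median-ratio scaling 0.30 in S-306 and *alaS* scaling 0.57 in S-651. The arsenic genes were at −0.078 after median-ratio and −0.083 after quantile scaling in S-306, and at 0.54 after *alaS* scaling in S-651. With 1 library left out, the cytochrome mean was 0.60 to 0.81 in S-306 against S-651, 0.30 to 0.43 in S-306 and −0.46 to −0.25 in S-651. The polysaccharide mean was −0.59 (without S-651 replicate 3) to −0.28 (without S-651 replicate 1) in S-651 against S-306, 0.62 to 0.79 in S-306 and 0.10 (without S-651 replicate 3) to 0.41 in S-651. The pilus mean was 0.32 to 0.59 in S-306 against S-651, 0.45 to 0.66 in S-306 and −0.050 (without S-651 replicate 3) to 0.22 in S-651, and the arsenic mean 0.087 to 0.27 in S-306 and −0.035 (without S-651 replicate 3) to 0.15 in S-651.

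For single genes, 119 pairs of a gene and a comparison were followed over 2349 settings. In 28, from 19 pairs, the direction reversed with both values beyond their standard errors. In 57 the call was lost, in 14 a call was gained, and in the other 2250 the side of the limit held, with any change of sign within a standard error. Of the 28 reversals, 18 came from *alaS* scaling, which divides by a gene that is itself lower in S-651 and S-149. Under it, in S-149, AFE_0053 was 0.20, *arsC* 0.15, *cyc2* 0.16, *rfbA* 0.24 and *rus* 0.18. In S-651, AFE_0053 was 0.34, *coxB* 0.16, *pilB* 0.20 and *rus* 0.24. In S-222, *arsR* was −0.070. In S-306 against S-651, AFE_0971 was −0.26, *arsC* −0.40, *arsR* −0.41, *galU* −0.37, *rfbA* −0.14, *rfbB* −0.22, *rfbD* −0.20 and *rus* −0.35. After median-ratio scaling, *alaS* was −0.11 in S-306, *arsR* −0.060 in S-222, and *arsC* −0.13, *arsR* −0.14 and *rus* −0.076 in S-306 against S-651. After quantile scaling, *alaS* was −0.14 in S-306, *arsR* −0.090 in S-222, and *arsC* −0.11, *arsR* −0.17 and *galU* −0.14 in S-306 against S-651. Calls gained without 1 library were *cpaB* in S-306 (1.02 without S-137 replicate 3, 1.05 without S-306 replicate 3), *rfbD* in S-306 (1.02 without S-137 replicate 1, 1.01 without S-306 replicate 3), AFE_0090 in S-306 against S-651 (1.00 without S-651 replicate 1) and, without S-651 replicate 3, *cyc1* (1.09), *cyc2* (1.07) and *cpaB* (1.02) in S-306 against S-651. Among the calls lost without 1 library was AFE_RS16250 in S-306 against S-651 without S-651 replicate 1 (−0.81).

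The separation of the strains kept a p below 0.05 in all 26 alternatives that could be tested and was 47.3 to 56.1% with 1 library left out. With replicates 1 and 2 only it has no test over these partitions. The replicate correlation (0.986) was 0.968 with a pseudocount of 0.1. Of the 40 gene set tests, 6 were called by camera and 11 by fry, and 5 to 7 by camera with 1 library left out. *AFE_0053* in S-306 against S-137 was −0.17 to 0.0055 with 1 library left out. Over the 4 other scalings it was −0.36 to −0.14. Its adjusted p over the alternatives was between 0.000226 and 0.957 in limma. The number of detected genes was 2667 and 2602 under the other definitions.

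The strains share replicate numbers, but same-numbered libraries do not deviate together. The correlation of their deviations ranged from −0.524 to 0.339 over 30 pairs, with a median of −0.0469, and 3 pairs were above 0.1. Differently numbered libraries gave 17 of 60 pairs above 0.1. With the replicate block, the called genes numbered 6 in S-149, 12 in S-222, 119 in S-306, 20 in S-651 and 112 in S-306 against S-651. Depth limits the rows with few fragments most, and since counts are not given, the counting error of single rows was not computed.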

Differences from the paper's values

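Values of the paper read from figures are by eye. A fold change counts as differing from the paper's when the signs differ or the gap exceeds the larger of the SDs of the gene in the 2 strains, a limit that varies by gene, and a count or percentage when one is over 1.5 times the other. A difference is called removed where neither holds. Only the alternatives set before the data were examined are given. All values here come from limma on log2(FPKM + 1), where the paper states a negative binomial test on its own counts. For the genes called in each strain, the paper gives 1 gene higher in S-149, against 0 here, and 1 at an unadjusted p below 0.05 with the fold limit, 1 at an adjusted p below 0.1 and 1 without S-149 replicate 3, while the other alternatives differ. An adjusted p below 0.1, the line drawn in Fig. S12, gives the paper's count of 9 in S-149, also with 1 higher and 8 lower. Leaving out S-137 replicate 1 gives 9 too, but with 0 higher and 9 lower. A mean FPKM of at least 10 gives the paper's count of 11 in S-222. Only counts, not the genes themselves, are compared here. For S-306 the paper gives 57 genes, 52 of them higher and 7 lower, which do not add up to 57, against 119, 107 and 12 here. Median-ratio (72), quantile (70) and *alaS* scaling (82) and a pseudocount of 10 (83) come within 1.5 times of its total, and the same 4 within 1.5 times of the number higher (38, 42, 59 and 78). For the number lower, TPM scaling (10), a pseudocount of 10 (5), a mean FPKM of at least 10 (5), and leaving out S-137 replicate 2 (10) or S-137 replicate 3 (9) do, and no other alternative. For S-651 the paper gives 237 genes, 223 of them higher, against 22 and 2 here. None of the 21 alternatives comes within 1.5 times of either. The nearest with the fold limit is *alaS* scaling with 68, 66 of them higher, and 704 pass with no fold limit. The number lower in S-651 does not differ (20, against 14 in the paper), and it is 14 with replicates 1 and 2 only and without S-137 replicate 2.

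Fig. 5B shows the log2 fold change of *cyc1* at about 1.2 in S-306 and about 0.95 in S-651, against 0.52 and −0.40 here, and no alternative removes either difference. For *coxB* in S-651 it shows about 0.17 against −0.33, and *alaS* scaling (0.16) removes the difference. For *rus* it shows about 0.65 in S-306 and about 0.48 in S-651 against 0.046 and −0.24, and for *coxA* about 0.47 in S-306 and about 0.47 in S-651 against 0.11 and −0.61, with no alternative that removes them. For *cyc2* it shows about 1.2 in S-306 against 0.83, with none, and about 0.62 in S-651 against −0.057, which *alaS* scaling (0.43) removes. The value of *coxB* in S-306 does not differ.

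Fig. 5C shows *rfbD* at about 0.58 in S-306 against 0.93 here, removed by median-ratio (0.66) and quantile scaling (0.62), and at about 1.1 in S-651 against 0.49, removed by *alaS* scaling (0.97). *rfbA* in S-651 is at about 0.96 against −0.068 and *rfbB* in S-306 at about 0.28 against 0.82, with no alternative that removes either. *galU* is at about 0.28 in S-306 against 0.59, removed by median-ratio (0.33), quantile (0.27) and *alaS* scaling (0.44), and at about 1.9 in S-651 against 0.32, with none. *rfbA* in S-306 and *rfbB* in S-651 do not differ.

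Fig. 5D shows *AFE_0970* in S-306 at about 0.77 against 0.096 here, with no alternative that removes it. *cpaB* is at about 1.3 in S-306 against 0.92, removed with replicates 1 and 2 only, and at about 0.77 in S-651 against 0.076, removed by *alaS* scaling (0.50). *pilB* is at about 1.1 in S-306 against 0.55 and about 0.69 in S-651 against −0.27, with none. *AFE_0971* in S-306 and S-651 and *AFE_0970* in S-651 do not differ. In Fig. S13, *arsR* is at about 0.15 in S-306 against 0.56, with none, and at about 0.15 in S-651 against 0.34, removed with replicates 1 and 2 only (0.28) and without S-651 replicate 3 (0.26). *arsH* is at about 0.07 in S-306 against −0.28, removed with replicates 1 and 2 only (0.014), and at about 0.05 in S-651 against −0.14. Leaving out S-651 replicate 1 (0.021) removes this last difference, while *alaS* scaling (0.31) brings it to the paper's sign and within the SD but no nearer to its value. The first component in Fig. S12B, drawn with 2 points per strain, holds about 56%, against 34.7% here over all 15 libraries. The 2 values thus rest on unlike sets of points. TPM scaling (41.1%), a pseudocount of 10 (43.8%), a mean FPKM of at least 10 (39.2%), per-gene z scores (52.1%) and replicates 1 and 2 only (41.6%) remove this difference and the other alternatives do not. Over the 16 genes of these panels, 12 differ and 4 do not in S-306, and 12 differ and 4 do not in S-651, where *alaS* scaling leaves 9 that differ and 7 that do not.

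The paper states that the *c*-Cyts genes are elevated in S-651, while 0 of the 5 were above S-137 in mean FPKM here, although *alaS* scaling put *cyc1*, *coxB*, *rus* and *cyc2* above 0 and median-ratio and quantile scaling *cyc2*. They were highest in S-306 for 3 of 5 genes (2 or 3 under the other scalings) and lower in S-651 than in S-306 for all 5, as the paper ranks these 2 strains, except that *rus* turned with median-ratio scaling and *rus* and *coxB* with *alaS* scaling. It places S-651 highest for the exopolysaccharide genes, while 0 of 4 were highest in S-651 and 4 of 4 in S-306, and *alaS* scaling reversed that order between the 2 strains for all 4, and median-ratio and quantile scaling for *galU*. All 4 were above S-137 in S-306, and 3 of the 4 in S-651, where median-ratio, quantile and *alaS* scaling put *rfbA* above 0 too. A rise along S-137, S-222, S-306 and S-651 was found for 0 of the 4 as deposited and under TPM scaling, for 1 after median-ratio or quantile scaling, and for 3 of the 4 after *alaS* scaling, as the paper states. It states that the pilus genes are significantly raised in both strains, while 3 of 4 passed an adjusted p of 0.05 in S-306 and 0 in S-651, with 1 higher and 1 lower at an unadjusted p below 0.05 in limma. The number in S-651 was 3 of 4 after *alaS* scaling, closer to the paper, and 0 under TPM scaling, and 1 was lower after quantile scaling, while the number in S-306 was 1 under TPM scaling and 3 under the 3 others. The larger change in S-306 holds here for the list mean (0.54 against 0.12), but *alaS* scaling reversed it (0.40 against 0.57). It finds no arsenic resistance gene differentially expressed, and with the fold limit 0 of 3 were called here in limma, with 2 higher in S-306 and 1 in S-651 at an unadjusted p below 0.05. Without that limit *arsR* passed in S-306 (0.56) and S-651 (0.34) and *arsC* in S-306 (0.24), the latter turned below 0 by median-ratio and quantile scaling, and under TPM scaling none passed in either strain. *arsH* passed as lower in S-306 after median-ratio (−0.52) and quantile scaling (−0.47). It states that most genes are raised, to an extent that follows c-di-GMP, while 22.1% of the tested genes were above 0 in S-149, 79.0% in S-222, 74.8% in S-306 and 36.7% in S-651, shares that median-ratio and quantile scaling bring close to 50 by construction and *alaS* scaling reverses in S-149 (90.1%), S-222 (46.4%) and S-651 (88.8%). It counts the most genes for S-651, and here S-306 had the most.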

Other observations

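The tests of other splits in this part were planned before the data were examined. The tests of the abundant rows, the rows at 0, the locus tags, S-651 replicate 3, S-137 replicate 1 and S-149 replicate 3, the shared control and the ribosomal protein genes were chosen after the results had been seen, as were rows of at least 300 bp and the scaling outside the 3 rows.

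For the called genes, the 6 libraries of a comparison can be split into 3 and 3 in 10 ways, and 1 of the 10, the real one, gave as many called genes as observed in S-149, S-222, S-306 and S-651 against S-137 and in S-306 against S-651 (1 of 10 in each of the 5 comparisons). The largest count of another split was 2, 0, 0, 1 and 6 in limma. With 10 splits, chance cannot be excluded by this test.

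The median log2 fold change above 0 in S-306 goes with a lower share of *hslO*, AFE_RS01020 and novel0003 among its fragments. After scaling by the fragments outside these rows the median was 0.149, against 0.24 as deposited, which argues against these rows as the whole cause. Part of the shift may come from them, and whether total RNA per cell differs was not measured here. The 3 rows themselves, at 1221566 to 1222408, 194246 to 195616 and 193550 to 193881, lie next to or within the tmRNA gene *ssrA* (1222516 to 1222879) and the RNase P RNA gene *rnpB* (193542 to 193887). All 3 of 3 lie within 400 bp of these genes, as do 6 of 2973 located rows, so that fragments of these RNAs counted on neighbouring rows are a candidate explanation for their share.

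The row of *AFE_1373* had 0 libraries above 0. Labels exchanged among the 15 libraries are argued against as the reason, because they would leave the row above 0 under another label, but a row at 0 throughout does not show that the labels are right. It lies in the stretch from 909231 to 1198342. There, 313 of 319 reference genes were at 0 in every library, compared with 62 of 2633 elsewhere, and 0 rows other than transposase rows reached a mean FPKM of 10, while an IS256 family transposase row (AFE_RS06255) had a mean of 204.5. A strain that lacks this stretch of the reference chromosome is a candidate explanation for the chromosomal genes there. It does not explain the 0 of *AFE_1373* in the libraries labelled S-651, where the paper reports that gene on a plasmid. Leaving out reads that map to more than 1 place is argued against by 27 rows above 0 whose 15 values equal those of another row. For *AFE_0053*, the largest log2 difference of a strain from the other strains was 0.108, in S-137. No strain stood 2-fold above the others, which argues against exchanged labels as the reason for the missing rise in S-306, without showing that the labels are right. The tags in the paper may follow another numbering than the reference table. Of 6 tags with a row, 3 had a description that matches at least part of what the paper says (*AFE_0971*, *AFE_0970* and *AFE_1373*, the last for its IstB domain alone and not as a diguanylate cyclase), and *AFE_0090*, *AFE_0053* and *AFE_1360* did not, which leaves this open.

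Replicate 3 of S-651 stood apart from replicates 1 and 2. Its difference from them had a Spearman correlation across genes of 0.549 with the change from S-137 to S-306, and of 0.544 after median-ratio scaling. Unchanged simulated strains gave −0.0552 to 0.0568, but with noise drawn independently for each gene, so that range is too narrow. One factor per library hardly moves such a correlation, so this is no test of the scaling. After median-ratio scaling the mean distance of replicate 3 to its own strain was 21.9, against 21.8 and 20.9 for replicates 1 and 2, where it had been 26.1 against 23.1 and 23.0 as deposited. Library scaling thus stays open for its distance. As deposited, its distance to the nearest library of another strain (S-306 replicate 3) was 24.7, against 25.9 to its own strain. After median-ratio scaling its nearest library was of S-651, at 21.0 against 23.3. A mislabelled or mixed sample cannot be told apart from a difference between cultures with 1 such library. The difference of S-306 replicate 3 from its own replicates 1 and 2 had a Spearman correlation of −0.526 with that of S-651 replicate 3.

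S-137 replicate 1 and S-149 replicate 3 lay far from their strains over all tested rows, with mean distances of 31.9 and 42.4. Over rows of at least 300 bp the larger of these was 11.0, when the other libraries had 7.96 to 18.9. The distance may thus come from short rows, such as fragments lost below a size limit, and no biological explanation was tested.

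The changes of S-222 and S-306 against S-137 had a Spearman correlation of 0.735 across genes. Simulated unchanged strains that shared a simulated control gave 0.462. All simulations here drew noise independently for each gene, so they understate how far unchanged libraries can vary together. They shared 10 called genes, 10 of them in the same direction, against 0 in the simulations. For S-222 minus S-149 and S-306 minus S-651, which share no library, the correlation was 0.81, against −0.0642 to 0.061 simulated, so that the shared control libraries as the cause are argued against. The order of the strains in sequencing is not given in the sources used here, and a batch stays open.

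Ribosomal protein genes (55 tested) were below the other genes in all 5 comparisons by camera of limma, with medians relative to all genes of −0.12 in S-149 (adjusted p = 0.0046), −0.27 in S-222 (adjusted p = 5.4e-13), −0.50 in S-306 (adjusted p = 5.27e-15), −0.38 in S-651 (adjusted p = 6.78e-07) and −0.15 in S-306 against S-651 (adjusted p = 0.02). Camera called 5 comparisons of this set, or 4 of them under TPM scaling, with replicates 1 and 2 only, with rows of at least 300 bp, without S-306 replicate 1 and without S-651 replicate 1, over adjusted p of up to 0.403, and the relative median stayed below 0 in each setting. In S-306 the difference was −0.43 from genes of the same length, which argues against row length, and −0.48 from genes of the same mean FPKM, which argues against abundance. Under fry of limma, which asks whether the set moved at all, only S-651 held as deposited (adjusted p = 0.0129). After median-ratio scaling fry called the set as lower in S-222 (adjusted p = 0.000321), S-306 (1.34e-05), S-651 (0.000757) and S-306 against S-651 (0.00771), and not in S-149 (0.096). A lower growth rate may be involved and was not tested.

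By camera of limma, the mobile element set (20 genes tested) was called as higher than other genes in S-149, at 0.15 relative to all genes (adjusted p = 0.02), which fry did not call as deposited (adjusted p = 0.961) but did after median-ratio scaling (adjusted p = 6.48e-05), and which was lost under TPM and *alaS* scaling, without a filter and without S-137 replicate 1, with adjusted p between 0.0122 and 0.612 over the alternatives. The pilus set by description (19 genes tested) had a median of 0.42 in S-306, with 18 genes above 0, and of −0.16 in S-651, with 6 above 0, and was not called by camera. The carbon fixation set (12 genes) had medians of 0.32 in S-306 and 0.093 in S-651, the c-di-GMP set (5 genes) 0.18 and −0.15, and the arsenic set (3 genes) 0.13 and −0.14, none called by camera as deposited. As deposited, fry of limma called 11 of the 40 tests. These were the pilus, polysaccharide, mobile element and carbon fixation sets as higher in S-306 than in S-137, the same 4 with the cytochrome and c-di-GMP sets as higher in S-306 than in S-651, and the ribosomal protein genes as lower in S-651 than in S-137. These directions depend on the scaling, since after median-ratio scaling fry reversed the polysaccharide (adjusted p = 4.29e-06), mobile element (0.000231) and carbon fixation sets (0.0076) to lower in S-306 than in S-651, turned the cytochrome set to lower as well (0.0525) and lost the c-di-GMP set (0.964). Against S-137, it lost the carbon fixation set in S-306 (0.111) and turned the polysaccharide (0.0611) and mobile element sets (0.187) to lower without calling them. Of the sets called as higher in S-306, the pilus set stayed so in both comparisons (0.00769 against S-137 and 0.00771 against S-651).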
